# Global Analysis of Posttranscriptional Gene Expression in Response to Sodium Arsenite

**DOI:** 10.1289/ehp.1408626

**Published:** 2014-11-21

**Authors:** Lian-Qun Qiu, Sarah Abey, Shawn Harris, Ruchir Shah, Kevin E. Gerrish, Perry J. Blackshear

## Abstract

**Background:**

Inorganic arsenic species are potent environmental toxins and causes of numerous health problems. Most studies have assumed that arsenic-induced changes in mRNA levels result from effects on gene transcription.

**Objectives:**

We evaluated the prevalence of changes in mRNA stability in response to sodium arsenite in human fibroblasts.

**Methods:**

We used microarray analyses to determine changes in steady-state mRNA levels and mRNA decay rates following 24-hr exposure to noncytotoxic concentrations of sodium arsenite, and we confirmed some of these changes using real-time reverse-transcription polymerase chain reaction (RT-PCR).

**Results:**

In arsenite-exposed cells, 186 probe set–identified transcripts were significantly increased and 167 were significantly decreased. When decay rates were analyzed after actinomycin D treatment, only 4,992 (9.1%) of probe set–identified transcripts decayed by > 25% after 4 hr. Of these, 70 were among the 353 whose steady-state levels were altered by arsenite, and of these, only 4 exhibited significantly different decay rates between arsenite and control treatment. Real-time RT-PCR confirmed a major, significant arsenite-induced stabilization of the mRNA encoding δ aminolevulinate synthase 1 (*ALAS1*), the rate-limiting enzyme in heme biosynthesis. This change presumably accounted for at least part of the 2.7-fold increase in steady-state *ALAS1* mRNA levels seen after arsenite treatment. This could reflect decreases in cellular heme caused by the massive induction by arsenite of heme oxygenase mRNA (*HMOX1*; 68-fold increase), the rate-limiting enzyme in heme catabolism.

**Conclusions:**

We conclude that arsenite modification of mRNA stability is relatively uncommon, but in some instances can result in significant changes in gene expression.

**Citation:**

Qiu LQ, Abey S, Harris S, Shah R, Gerrish KE, Blackshear PJ. 2015. Global analysis of posttranscriptional gene expression in response to sodium arsenite. Environ Health Perspect 123:324–330; http://dx.doi.org/10.1289/ehp.1408626

## Introduction

Inorganic arsenic compounds are potent environmental toxicants. Humans are exposed to various forms of arsenic mainly through oral consumption of contaminated water, food, or drugs as well as via inhalation of arsenic-containing dust or smoke in agricultural and industrial settings (Jomova et al. 2011; Nordstrom 2002). Chronic exposure to arsenic has been associated with many adverse health effects in humans, including cancers, diabetes mellitus, and diseases of the cardiovascular, nervous, and reproductive systems (Centeno et al. 2002; Jomova et al. 2011). Millions of people worldwide are exposed to elevated arsenic concentrations in their drinking water due to naturally high levels in groundwater, placing them at risk for developing arsenic-related cancers and other diseases (Jomova et al. 2011; Nordstrom 2002).

The precise mechanisms of disease development following arsenic exposure are not completely understood. The toxicity of arsenic has been associated with the activation or inhibition of various biochemical events, including signal transduction and cell proliferation and differentiation (Druwe and Vaillancourt 2010; Hughes et al. 2011). Most studies have assumed that arsenic-induced changes in gene expression result from transcriptional activation or repression following arsenic exposure. Arsenic has been shown to alter the DNA binding of transcription factors known to regulate many inducible genes, including *SP1*, *JUN*, and nuclear factor-kappa B (*NFKB*) (Hamilton et al. 1998). Genome-wide microarray analyses have identified arsenic-enriched transcription networks for proteins involved in common pathophysiological processes such as tumorigenesis, inflammation, cell cycle regulation, immune function, and diabetes (Ahlborn et al. 2008; Andrew et al. 2008; Benton et al. 2011). These effects have been attributed to changes of transcription rates, interference with DNA repair mechanisms, activation of cellular differentiation, and histone modification (Gadhia et al. 2012).

Posttranscriptional regulation is another important locus of gene expression control, but the influence of arsenic on posttranscriptional regulation of gene expression has remained largely unexplored. This is despite the well-known effect of arsenic compounds to stimulate the formation of stress granules and P (processing) bodies, both thought to be involved in localizing mRNA decay (Buchan 2014). Posttranscriptional regulation involves the steps of mRNA splicing, processing, nuclear export, translation, sequestration, and degradation. The importance of these steps in gene regulation has been discussed widely; for example, in a recent review, Carpenter et al. (2014) highlighted the mechanisms and consequences of posttranscriptional regulation in the innate immune response. Many of these processes and events are regulated by RNA binding proteins. For example, arsenic was shown to increase the stability of *STAT1* (signal transducer and activator of transcription 1) mRNA, apparently mediated through the RNA binding protein nucleolin (Zhang et al. 2006). More recently, a study in HepG2 cells demonstrated that the inhibitory effect of arsenic on catalase expression was regulated at both transcriptional and posttranscriptional levels (Kim et al. 2011).

The purpose of our study was to perform a genome-wide analysis of sodium arsenite–induced changes in gene expression in human diploid fibroblasts and to determine whether these changes could be due, at least in part, to changes in mRNA stability. We chose diploid human foreskin fibroblasts as the test cells because skin is sensitive to the effects of chronic arsenic exposure and it is where the first manifestations of exposure often appear (Huang et al. 2004; Rossman et al. 2004). We also used diploid, nontransformed cells in an attempt to mimic normal human stromal cells as opposed to cancer cells. We used a noncytotoxic dose of 1 μM sodium arsenite (Burnichon et al. 2003; Rea et al. 2003) to avoid secondary effects of cytotoxicity on gene expression. Arsenite and other soluble salts are major environmental contaminants in groundwater worldwide and are useful for biochemical studies because of water solubility and rapid transport into cells (Druwe and Vaillancourt 2010).

## Materials and Methods

*Cell culture and stimulation*. BJ human diploid foreskin fibroblasts (catalog no. CRL-2522) were obtained from ATCC. Cells were maintained in Eagle’s minimal essential medium supplemented with 10% fetal bovine serum, 100 U/mL penicillin, and 100 μg/mL streptomycin. Cells were plated into 100-mm dishes until they reached 80% confluence, and then various concentrations of sodium arsenite (catalog no. 71287; Sigma Chemical Co.) or vehicle (water) were added to the medium for 24 hr. We determined cytotoxicity of various concentrations of sodium arsenite after 24 hr using propidium iodide staining followed by flow cytometric analysis (Ross et al. 1989).

*RNA extraction*. After 24 hr of arsenite or vehicle treatment, cells were washed twice with phosphate-buffered saline, and total cellular RNA was isolated using the Illustra RNAspin MiniRNA Isolation Kit (GE Healthcare) according to the manufacturer’s instructions. Residual genomic DNA was removed by on-column digestion with RNase-free DNase I supplied with the kit. Quality and integrity of RNA samples was checked on denaturing formaldehyde/agarose gels stained with acridine orange. After fibroblasts were treated with sodium arsenite or water (vehicle) for 24 hr, actinomycin D was added to the culture medium at a final concentration of 5 μg/mL; treated cells were then harvested at 0, 1, 2, 3, and 4 hr for RNA extraction. This concentration of actinomycin D has been validated in other cell types to be both effective and noncytotoxic for these relatively short times (Lai et al. 2006; Qiu et al. 2012).

*Microarray analysis*. Microarray analysis of gene expression was conducted using GeneChip Human Genome U133A Plus 2.0 GeneChip® Arrays (Affymetrix). This entire human genome array contains > 54,000 probe sets, reflecting > 38,500 genes and approximately 47,000 transcripts (Affymetrix 2003). For our analyses, 1 μg of total RNA was reverse transcribed to synthesize first-strand cDNA, which was then converted into a double-stranded cDNA template for *in vitro* transcription and labeling, following the Affymetrix One-Cycle cDNA Synthesis protocol. Pooled amplified biotin-cRNA (12.5 μg) was then fragmented, and 10 μg was hybridized onto each GeneChip 3´ expression array for 16 hr at 45°C in a rotating hybridization oven, using the Affymetrix Eukaryotic Target Hybridization controls and protocol. Array slides were stained with streptavidin/phycoerythrin using a double-antibody staining procedure; slides were then washed using the EukGE-WS2v5 protocol of the Affymetrix Fluidics Station FS450 for antibody amplification. Arrays were scanned in an Affymetrix Scanner 3000, and data were obtained using GeneChip Command Console software (AGCC, version 1.1). Data processing, normalization, and error modeling were performed using the Rosetta Resolver system (version 7.2; https://www.rosettacommons.org/software). Pathway and functional analyses of the differentially expressed transcripts were performed using Ingenuity Pathway Analysis (IPA; version 5.5; Ingenuity Systems®) and Partek Genomics Suite (Partek Inc.).

Although using microarrays for the analysis of mRNA levels has various disadvantages, as reviewed recently (Bradford et al. 2010; Malone and Oliver 2011), we have used it previously, in conjunction with actinomycin D treatment, as an initial screen that allowed us to discover a number of transcripts that were stabilized in the absence of the mRNA-binding protein tristetraprolin (TTP) (Lai et al. 2006). These transcripts were then validated by more quantitative techniques (i.e., northern blotting). We used a similar experimental paradigm in the present studies.

*Microarray data accession number*. The microarray analysis results have been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) Profiles database (accession no. 57051).

*Real-time reverse transcription polymerase chain reaction (RT-PCR)*. Selected transcripts were analyzed by real-time RT–PCR. For each sample, 1 μg of total cellular RNA was reverse transcribed using oligo(dT)_12–18_ primers and SuperScript III Reverse Transcriptase (Invitrogen) following the manufacturer’s protocol. All cDNAs were diluted and subjected to real-time PCR using SYBR Green master mix and the ABI Prism 7900 Sequence Detection System (both from Applied Biosystems). Transcript-specific primers were designed and validated for their amplification efficiency prior to being used in the study, and are listed in Supplemental Material, Table S1. Relative transcript abundance was determined by normalizing values to the β-actin (*ACTB*) transcript as an internal control, which was then used to calculate the fold changes relative to vehicle control, or the relative abundance of each transcript compared with the pre-actinomycin D values, according to the ΔΔCt method (Pfaffl 2001).

*Statistical analysis*. Each sample represented the pooled contents of two culture dishes at each time point, and four independent identical experiments were performed on different days, resulting in four independent biological replicates at each time point. For the steady-state levels of probe set–identified transcripts from the microarray analyses, we determined significant differences using one-way analysis of variance (ANOVA). For the real-time PCR results, significant differences in mRNA levels were determined by two-tailed unpaired Student’s *t* tests. For the decay rate comparisons, significant differences were determined using EDGE, version 1.1.291 (http://www.genomine.org/edge/) (Storey et al. 2007) and ORIOGEN, version 4.02 (http://www.niehs.nih.gov/research/resources/software/biostatistics/oriogen/) (Peddada et al. 2005) software. Both EDGE and ORIOGEN have the capability to perform significance analysis on time-course data, and both have options for identifying genes that show different expression over time between two biological conditions.

## Results

*Cytotoxicity of sodium arsenite in BJ cells*. To determine a noncytotoxic concentration of sodium arsenite in these cells, we incubated BJ cells (at ~ 80% confluence) in normal growth medium for 24 hr and then added sodium arsenite at concentrations ranging from 0.001 to 1,000 μM; cell viability was determined by propidium iodide staining and flow cytometric analysis (see Supplemental Material, Figure S1). After 24 hr of arsenite exposure, the percentages of viable cells were 98.7 ± 0.3% (mean ± SD of 4–5 samples), 98.5 ± 0.8%, and 95.0 ± 2.3% for arsenite concentrations at 0.1, 1, and 10 μM, respectively, with rapidly increasing cytotoxicity at higher concentrations. We therefore chose 1 μM as the highest clearly noncytotoxic concentration. Similar concentrations have been used in the literature, for example, in human keratinocytes and fibroblasts (Burnichon et al. 2003; Hu et al. 2002; Snow et al. 2005).

*Effect of sodium arsenite on steady-state transcript levels in BJ cells*. We then performed a genome-wide analysis of steady-state mRNA levels in human diploid fibroblasts after 24 hr treatment with 1 μM sodium arsenite. 

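RNA from BJ cells, an established line of human foreskin fibroblasts, was labeled and hybridized to Affymetrix Human Genome U133 Plus 2.0 arrays. The steady-state comparison used 4 arrays of vehicle-treated and 4 arrays of arsenite-treated cells, all from before the addition of actinomycin D. The paper states that each sample pooled 2 dishes and that the 4 experiments were done on different days; the deposited replicate numbers are not tied to days. The deposited table holds a signal intensity on a linear scale for each of 54675 probe sets, for which the authors' notes name MAS5. The values after the paper's own normalization and error modeling are not in the table. The ANOVA given below is the kind of test that the paper's methods name. It used the deposited signals, so it is not a rerun of the paper's test. On every array the mean signal without the lowest and highest 2% of probe sets was 500.1. The median signal was 76.44 to 83.43 (median 81.52) on the vehicle arrays and 76.57 to 81.9 (median 79.55) on the arsenite arrays. After 62 control probe sets were left out, signals under the 10th percentile of the table (6.298) were set to that value. The log2 values of 54613 probe sets were then compared with limma, in a two-sided test with Benjamini-Hochberg adjustment, and called at an adjusted p under 0.05. In each of 27 gene lists a gene was represented by its probe set with the highest mean log2 value. The lists and the tests of this comparison were chosen before the data were examined, and settings added later are named as such. The lists of NRF2 targets, the pentose phosphate pathway, heme synthesis and heme breakdown overlap with genes and pathways that the paper reports from these samples. Their counts are therefore not independent evidence of a direction. The same holds, among others, for the lists of selenoproteins, interferon-stimulated genes and TGF-β targets. From these samples the paper reports SEPW1, IFIT1 and IGFBP5 as lower, and names interferon signaling and TGFB1 in its pathway analysis. With 4 arrays per group, the number of arrays limits the precision.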

Although there are limitations of microarray technology that have been widely discussed (Bradford et al. 2010; Malone and Oliver 2011), the technique allows for the initial screening of most of the known transcriptome; ideally, positive results are confirmed by more quantitative techniques. When referring to the microarray data, we refer to the normalized results for a specific probe set by the term “probe set–identified transcripts,” whereas we use simply “transcript” or “mRNA” when referring to the results of real-time RT-PCR analyses. 

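NRF2 target genes, which serve antioxidant defense and detoxification, stood higher in arsenite-treated than in vehicle-treated cells. Of 37 measured, 18 rose, 0 fell and 19 did not pass the test (29 higher when adjusted over the list alone). For falls, both the unadjusted p of limma and the ANOVA also gave 0. Their median log2 fold change was 0.94, and camera set them above the other genes (adjusted p = 5.66e-46 with a preset correlation of 0.01, adjusted p = 0.0328 with an estimated correlation). AKR1C1, an aldo-keto reductase, rose 11.3-fold, from a signal of 240 ± 62.3 to 2734 ± 729 (SD of 4 arrays, adjusted p = 0.000364). Its relative AKR1B10 rose 9.90-fold (adjusted p = 0.00229). SLC7A11, the cystine transporter that feeds glutathione synthesis, rose 4.49-fold, from 3101 ± 365 to 13917 ± 1540 (SD of 4 arrays, adjusted p = 6.96e-05). By the dimmer probe set listed in Table 1, 207528_s_at, SLC7A11 rose 3.57-fold (adjusted p = 0.0104). That call was kept in 3 of 8 fits that left out 1 array. Among genes on no list, the pseudogene NMRAL2P rose 7.25-fold (adjusted p = 0.00131), POPDC3 4.03-fold (adjusted p = 0.00131) and BHMT2, an enzyme of methionine metabolism, 3.30-fold (adjusted p = 0.000205). In each of these genes the 4 arsenite values lay above the 4 vehicle values. In all, 96 probe sets for 66 genes were higher, 51 of them by 2-fold or more. The count of 51 was 31 to 47 with 1 array left out, and 606 at the unadjusted and 21 at the adjusted p of the ANOVA. Of the 40 probe sets of Table 1, 40 were higher here, 38 at an unadjusted and 30 at an adjusted p under 0.05. That count of 30 was 15 with no intensity trend and 9 at the adjusted p of the ANOVA. The call held in each fit that left out 1 array for 19 of the 40. The count of 96 was 59, 53 and 58 without vehicle replicates 1, 2 and 4, and 47, 48 and 45 without arsenite replicates 2, 3 and 4. It was 152 over the probe sets brighter than the median, 257 with all 40 arrays in the fit, 39 (10 NRF2 targets) with no intensity trend, and 2062 at the unadjusted and 28 (8 NRF2 targets) at the adjusted p of the ANOVA.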

Using Affymetrix microarray analysis, we identified 186 probe set–identified transcripts that were significantly up-regulated in arsenite-treated cells compared with vehicle-treated cells (*p* < 0.05), 54 (29%) of which were increased more than 2-fold after arsenic stimulation (Table 1). 

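HMOX1 (203665_at), a target of both NRF2 and the heme sensor BACH1, had a signal of 448 ± 157 in vehicle-treated and 21876 ± 5023 in arsenite-treated cells (SD, n = 4). This is a log2 fold change of 5.67 (standard error 0.29), or 50.9-fold, with an adjusted p of 6.96e-05 from limma. Each of the 4 arsenite-treated samples had a higher signal than every vehicle-treated sample (exact permutation test, two-sided p = 0.0286, the smallest p that 4 against 4 allow). It was the largest rise among the probe sets that passed the test.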

The greatest fold induction (68-fold) was seen with a probe set identifying *HMOX1*, the gene that encodes heme oxygenase-1, the rate-limiting enzyme in heme catabolism.

**Table 1:** Probe set–identified transcripts up-regulated by ≥ 2-fold in response to 24‑hr arsenite exposure.

Sequence code	Accession no.^*a*^	Sequence	Description	Arsenite/vehicle control	
				Fold change time 0	ANOVA *p*-value time 0
203665_at	NM_002133	*HMOX1*	Heme oxygenase (decycling) 1	68.36	1.45 × 10^–13^
209699_x_at	U05598	*AKR1C2*	Aldo-keto reductase family 1, member C2	15.74	2.92 × 10^–11^
204151_x_at	NM_001353	*AKR1C1*	Aldo-keto reductase family 1, member C1	11.99	1.45 × 10^–13^
207528_s_at	NM_014331	*SLC7A11*	Solute carrier family 7, member 11	7.42	1.45 × 10^–13^
241418_at	AI819386	*LOC344887*		7.30	1.45 × 10^–13^
213112_s_at	N30649	*SQSTM1*	UPF0544 protein	6.85	1.45 × 10^–13^
206561_s_at	NM_020299	*AKR1B10*	Aldo-keto reductase family 1, member B10	5.92	5.61 × 10^–9^
207469_s_at	NM_003662	*PIR*	Pirin (iron-binding nuclear protein)	5.39	1.45 × 10^–13^
234986_at	AA630626	*GCLM*	Glutamate-cysteine ligase, modifier subunit	5.19	1.45 × 10^–13^
219926_at	NM_022361	*POPDC3*	Popeye domain containing 3	4.71	1.71 × 10^–8^
204341_at	NM_006470	*TRIM16*	Tripartite motif-containing 16	3.51	4.86 × 10^–12^
211071_s_at	BC006471	*MLLT11*	Myeloid/lymphoid or mixed-lineage leukemia	3.36	2.21 × 10^–10^
221064_s_at	NM_023076	*UNKL*	Unkempt homolog-like	3.34	1 × 10^–5 ^
219902_at	NM_017614	*BHMT2*	Betaine-homocysteine methyltransferase 2	3.25	1.45 × 10^–13^
225252_at	AL121758	*SRXN1*	Sulfiredoxin 1 homolog	3.12	1.45 × 10^–13^
201468_s_at	NM_000903	*NQO1*	NAD(P)H dehydrogenase, quinone 1	2.95	1.45 × 10^–13^
228580_at	AI828007	*HTRA3*	Serine protease HTRA3 isoform X1	2.92	1.45 × 10^–13^
224461_s_at	BC006121	*MGC13000*	Apoptosis-inducing factor 2	2.92	4.05 × 10^–9^
218416_s_at	AW149696	*SLC48A1*	Solute carrier family 48 (heme)	2.90	2.7 × 10^–6^
219475_at	NM_013370	*OSGIN1*	Oxidative stress induced growth inhibitor 1	2.86	3 × 10^–5 ^
207850_at	NM_002090	*CXCL3*	Chemokine (C-X-C motif) ligand 3	2.78	7.4 × 10^–4 ^
208161_s_at	NM_020037	*ABCC3*	Canalicular multispecific organic anion transporter 2 isoform 1	2.76	4.54 × 10^–3 ^
212314_at	AB018289	*KIAA0746*	KIAA0746 protein	2.75	1.55 × 10^–12^
214211_at	AA083483	*FTH1*	Ferritin heavy chain	2.71	1.45 × 10^–13^
205633_s_at	NM_000688	*ALAS1*	Aminolevulinate, delta-, synthase 1	2.68	1.45 × 10^–13^
235548_at	BG326592	*APCDD1L*	Adenomatosis polyposis coli down-regulated 1-like	2.50	5 × 10^–5 ^
239067_s_at	AI360417	*PANX2*	Pannexin 2	2.47	1.7 × 10^–3 ^
209875_s_at	M83248	*SPP1*	Secreted phosphoprotein 1	2.44	4.86 × 10^–11^
207180_s_at	NM_006410	*HTATIP2*	HIV-1 Tat interactive protein 2, 30 kDa	2.41	1.45 × 10^–13^
205608_s_at	U83508	*ANGPT1*	Angiopoietin 1	2.39	4.9 × 10^–4 ^
202017_at	NM_000120	*EPHX1*	Epoxide hydrolase 1, microsomal	2.30	9.25 × 10^–11^
203192_at	NM_005689	*ABCB6*	ATP-binding cassette, sub-family B, member 6	2.24	4.1 × 10^–4 ^
201118_at	NM_002631	*PGD*	Phosphogluconate dehydrogenase	2.21	1.45 × 10^–13^
228955_at	AL041761			2.18	6.14 × 10^–8^
204059_s_at	NM_002395	*ME1*	Malic enzyme 1, NADP(+)-dependent, cytosolic	2.18	1.45 × 10^–13^
202275_at	NM_000402	*G6PD*	Glucose-6-phosphate dehydrogenase	2.09	3.96 × 10^–13^
1563884_at	AK074255			2.05	6.6 × 10^–3 ^
228205_at	AU152969	*TKT*	Transketolase, transcript variant X1	2.04	1.7 × 10^–4 ^
228937_at	AI659800	*C13orf31*		2.03	2.73 × 10^–10^
217359_s_at	M22094	*NCAM1*	Neural cell adhesion molecule 1	2.00	5.17 × 10^–3 ^
Blanks under “Sequence” and “Description” indicate that no gene name or function has been ascribed to those transcripts. Many of the transcripts represented here were identified by multiple probe sets, but only one probe set–identified transcript is shown for each gene. ^***a***^GenBank accession numbers (http://www.ncbi.nlm.nih.gov/genbank/).					

Similarly, 167 probe set–identified transcripts were significantly down-regulated. Those changed by ≥ 2-fold are shown in Table 2. 

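SOCS2, an inhibitor of growth hormone and cytokine signaling, was 2.05-fold lower in arsenite-treated cells, at a signal of 1320 ± 123 against 2705 ± 247 (SD of 4 arrays, adjusted p = 0.00152). IGFBP5, which binds insulin-like growth factors, was by its brightest probe set 1.63-fold lower (adjusted p = 0.00565). Of 24 measured targets of TGF-β, IGFBP5 was the 1 that fell, also when adjusted over the list alone (camera adjusted p = 0.0202, adjusted p = 0.382 with an estimated correlation). Of 37 interferon-stimulated genes 1 fell (2 lower when adjusted over the list alone, camera adjusted p = 0.284), and of 33 targets of NF-κB and inflammatory mediators 1 fell (1 higher and 4 lower when adjusted over the list alone, camera adjusted p = 0.795). Of 36 genes of collagens and extracellular matrix, limma called 0 (FBN2 lower when adjusted over the list alone); 5 were lower and 1 higher at its unadjusted p, and 4 lower and 1 higher by the ANOVA. For 45 genes of the cell cycle and DNA replication limma called 0 (MCM7 lower when adjusted over the list alone), with 3 lower at its unadjusted p and 2 by the ANOVA. For 24 genes of cholesterol and fatty acid synthesis limma called 0 (0 when adjusted over the list alone), with 5 lower at its unadjusted p and 4 by the ANOVA. Camera placed these 3 lists below the other genes, with adjusted p = 0.0162, 0.00346 and 0.00791, against adjusted p = 0.547, 0.594 and 0.0887 with an estimated correlation. In all, 57 probe sets for 44 genes were lower. Without vehicle replicates 1, 2 and 4 this count was 29, 25 and 31, and without arsenite replicates 1, 2, 3 and 4 it was 34, 23, 29 and 25. It was 98 with no floor, 126 over the probe sets brighter than the median, 188 with all 40 arrays in the fit, 11 with no intensity trend, and 2017 at the unadjusted and 14 at the adjusted p of the ANOVA.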

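Of the 17 probe sets of Table 2, 17 were lower here, 8 of them by 2-fold or more. All 17 passed at an unadjusted and 9 at an adjusted p under 0.05. That count of 9 was 6 with the replicate number as a block, 1 with no intensity trend and 2 at the adjusted p of the ANOVA. The call held in each fit that left out 1 array for 3 of the 17, those of TNFRSF19, SELENOW and SOCS2. TRPC6, a calcium-permeable channel, was 1.53-fold lower by the listed 206528_at and did not pass (adjusted p = 0.139), while 217287_s_at, which Table 2 does not list, was 2.07-fold lower (adjusted p = 0.00921). IGFBP5 was 1.77-fold lower by the listed 1555997_s_at and did not pass (adjusted p = 0.229), while 203424_s_at, also not listed, was 1.99-fold lower (adjusted p = 0.00676). SPHKAP, which binds sphingosine kinase and protein kinase A, was 1.94-fold lower (adjusted p = 0.0139), a call kept in 4 of 8 fits that left out 1 array. The chemokine CCL2 had a signal of 1640 ± 265 against 3114 ± 782 (SD of 4 arrays) and did not pass (adjusted p = 0.103). Neither did PLAU, the urokinase plasminogen activator (adjusted p = 0.169), nor CEMIP, a hyaluronan-binding protein (adjusted p = 0.204). Over all probe sets, 10 were lower by 2-fold or more, against 4, 6 and 5 without arsenite replicates 2, 3 and 4. The count was 18 over the probe sets brighter than the median, 23 with all 40 arrays in the fit, and 573 at the unadjusted and 5 at the adjusted p of the ANOVA.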

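TNFRSF19 was measured by 3 probe sets. By 227812_at its signal was 1253 ± 66.2 in vehicle-treated and 484 ± 113 in arsenite-treated cells (SD, n = 4), which is 2.64-fold lower. The log2 fold change was -1.40 (standard error 0.15, adjusted p = 0.00524 from limma), all 4 arsenite values lay under all 4 vehicle values, and the call held in each of 8 fits that left out 1 array. The other probe sets of TNFRSF19, 223827_at and 224090_s_at, were 2.70-fold and 2.68-fold lower and did not pass the test (adjusted p = 0.0718 and 0.156).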

The most down-regulated gene was *TNFRSF19,* which encodes tumor necrosis factor receptor superfamily member 19, thought to be responsible for regulating several immediate-response molecules such as NF-κB, RhoA, and Jun (Eby et al. 2000; Mi 2008).

**Table 2:** Probe set–identified transcripts down-regulated by ≥ 2-fold in response to 24‑hr arsenite exposure.

Sequence code	Accession no.^*a*^	Sequence	Description	Arsenite/vehicle control	
				Fold change time 0	ANOVA *p*-value time 0
227812_at	BF432648	*TNFRSF19*	Tumor necrosis factor receptor superfamily, member 19	–2.87	3.35 × 10^–10^
1554685_a_at	BC020256	*KIAA1199*	Protein KIAA1199 precursor	–2.77	1.2 × 10^–9^
1559315_s_at	AK054607	*LOC144481*		–2.72	3.59 × 10^–12^
209602_s_at	AI796169	*GATA3*	GATA binding protein 3	–2.48	6.07 × 10^–3^
206528_at	NM_004621	*TRPC6*	Transient receptor potential cation channel, subfamily C, member 6	–2.47	5.89 × 10^–3^
227488_at	AV728999	*MGC16121*		–2.47	5.6 × 10^–4 ^
201194_at	NM_003009	*SEPW1*	Selenoprotein W, 1	–2.45	1.45 × 10^–13^
205479_s_at	NM_002658	*PLAU*	Plasminogen activator, urokinase	–2.40	3.4 × 10^–4 ^
1555997_s_at	BM128432	*IGFBP5*	Insulin-like growth factor binding protein 5	–2.24	5.63 × 10^–8^
228509_at	BE549786	*SPHKAP*	SPHK1 interactor, AKAP domain containing	–2.21	1.32 × 10^–3 ^
228335_at	AW264204	*CLDN11*	Claudin 11	–2.15	1.45 × 10^–13^
203372_s_at	AB004903	*SOCS2*	Suppressor of cytokine signaling 2	–2.12	6.24 × 10^–10^
204337_at	AL514445	*RGS4*	Regulator of G-protein signaling 4	–2.08	6.0 × 10^–5 ^
216598_s_at	S69738	*CCL2*	Chemokine (C-C motif) ligand 2	–2.06	8.8 × 10^–4 ^
228329_at	AA700440	*DAB1*	Disabled-1	–2.02	6.37 × 10^–7^
229357_at	BF060767	*ADAMTS5*	Zinc metalloprotease	–2.01	1.04 × 10^–11^
203153_at	NM_001548	*IFIT1*	Interferon-induced protein with tetratricopeptide repeats 1	–2.00	4.2 × 10^–4 ^
Blanks under “Sequence” and “Description” indicate that no gene name or function has been ascribed to those transcripts. Many of the transcripts represented here were identified by multiple probe sets, but only one probe set–identified transcript is shown for each gene. ^***a***^GenBank accession numbers (http://www.ncbi.nlm.nih.gov/genbank/).					

Several previous studies have used microrarray analyses to investigate the effects of arsenite on gene expression in human and mouse fibroblasts (Maeshima et al. 2009; Newman et al. 2008; Poonepalli et al. 2005; Yih et al. 2002; Yu et al. 2008). Of these, we were able to compare our expression patterns in human cells only with those of Yu et al. (2008) in mouse fibroblasts, which were exposed to 5 μM arsenite for 24 hr. The only overlaps with our up-regulated genes were *Hmox1*, *Gclm*, and *Nqo1*, which Yu et al. (2008) reported were increased at 4.2-, 2.2-, and 2.1-fold, respectively, and the overlaps with our down-regulated genes were *Sepw1* and *Ifit1*, which were down-regulated by 1.9- and 2.6-fold, respectively.

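GCLM, the modifier subunit of the enzyme that limits glutathione synthesis, rose 4.41-fold by 203925_at, from 2863 ± 250 to 12633 ± 1122 (SD, n = 4, adjusted p = 2.03e-05), and 4.86-fold by 234986_at (adjusted p = 1.91e-05). NQO1, a quinone reductase, rose 3.52-fold by 201468_s_at, from 6913 ± 1205 to 24293 ± 4251 (SD, n = 4, adjusted p = 0.00131). SELENOW, the current symbol of SEPW1, was 2.30-fold lower by 201194_at, at 2081 ± 110 against 4784 ± 360 (SD, n = 4, adjusted p = 0.000205). IFIT1, an interferon-stimulated RNA-binding protein, was 2.00-fold lower, at 1584 ± 183 against 3179 ± 441 (SD, n = 4, adjusted p = 0.00824). In all 4 genes the arsenite and vehicle values did not overlap. The calls of GCLM (234986_at), NQO1 (201468_s_at) and SELENOW (201194_at) held in each of 8 fits that left out 1 array; that of IFIT1 held in 4 of 8, with an adjusted p of up to 0.0569. SELENOW is 1 of 20 measured selenoproteins, of which 1 rose and 2 fell (3 higher and 3 lower when adjusted over the list alone). The others were GPX1, a glutathione peroxidase, which was 1.88-fold lower at 5705 ± 463 against 10750 ± 928 (SD, n = 4, adjusted p = 0.00229), and TXNRD1, a thioredoxin reductase, which rose 1.92-fold (adjusted p = 0.027). As a list the selenoproteins did not stand apart from the other genes (camera adjusted p = 0.128).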

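Several gene groups did not pass the test in either direction. Of 50 genes of cytosolic ribosomal proteins limma called 0 (0 when adjusted over the list alone), with 0 at its unadjusted p and 0 by the ANOVA (camera adjusted p = 0.795). Of 79 KRAB zinc finger transcription factors limma called 0 (0 when adjusted over the list alone), with 3 higher and 2 lower at its unadjusted p, 5 higher and 3 lower by the ANOVA (camera adjusted p = 0.396). ZFP36L2, which destabilizes mRNAs with AU-rich elements, fell 1.36-fold, to 2769 ± 171 from 3755 ± 143 (SD of 4 arrays, adjusted p = 0.0306), a call kept in 0 of 8 fits that left out 1 array. It was the 1 member called among 53 immediate-early and AU-rich element mRNAs (2 higher and 4 lower when adjusted over the list alone, camera adjusted p = 0.128) and the 1 called among 43 genes of the mRNA decay machinery (1 lower when adjusted over the list alone, camera adjusted p = 0.869). For 17 glycolysis enzymes limma called 0 (PFKP higher when adjusted over the list alone), with 3 higher at its unadjusted p and 5 by the ANOVA (camera adjusted p = 0.00346, adjusted p = 0.399 with an estimated correlation), and for 24 hypoxia targets it called 0 (0 when adjusted over the list alone), with 4 higher at its unadjusted p and 5 by the ANOVA (camera adjusted p = 0.034, adjusted p = 0.399 with an estimated correlation). For 8 markers of smooth muscle limma called 0 (MYOCD lower when adjusted over the list alone), with 1 lower at its unadjusted p and 1 by the ANOVA (camera adjusted p = 0.0323, adjusted p = 0.409 with an estimated correlation). Markers of further cell types were measured to check for other cells: limma called 0 of 10 for keratinocytes, 0 of 9 for endothelium, 0 of 9 for leukocytes and 0 of 6 for melanocytes. At its unadjusted p these lists gave 1 higher and 1 lower, 0, 1 higher and 1 lower, and by the ANOVA 1 higher and 1 lower, 1 higher, 1 higher and 1 lower. When adjusted over the list alone, DSP of the keratinocyte markers was lower and the other 3 lists had 0. Over all probe sets, 153 (0.28%) passed at the adjusted and 4386 at the unadjusted p, and in 2684 (4.91%) the 4 arsenite values all lay on the same side of the 4 vehicle values, where chance gives 1560.4 (2.86%).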

Overall, only 353 of the 54,613 probe sets analyzed (0.65%) demonstrated steady-state probe set–identified transcript levels that were significantly altered after 24 hr of treatment with sodium arsenite. Analysis of these data by IPA is summarized in Supplemental Material, Tables S2–S5; these results highlight effects on many pathways, including NRF2-mediated oxidative stress response, the pentose phosphate pathway, vitamin C transport, heme degradation, methylglyoxal degradation, heme biosynthesis, and others.

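Of 22 measured glutathione genes 4 rose, 1 fell and 17 did not pass the test (10 higher and 1 lower when adjusted over the list alone; camera adjusted p = 6.03e-08, adjusted p = 0.206 with an estimated correlation). Of 11 genes of the pentose phosphate pathway and cytosolic NADPH, 2 rose (4 when adjusted over the list alone; camera adjusted p = 0.00796, adjusted p = 0.306 with an estimated correlation). These were ME1, malic enzyme, which rose 2.18-fold (adjusted p = 0.00131), and PGD, phosphogluconate dehydrogenase, which rose 2.21-fold (adjusted p = 0.012, kept in 4 of 8 fits that left out 1 array). Of 12 heme synthesis genes 2 rose (3 when adjusted over the list alone; camera adjusted p = 0.01, adjusted p = 0.101 with an estimated correlation); besides ALAS1 this was ABCB6, a porphyrin transporter, which rose 2.00-fold (adjusted p = 0.0277, kept in 1 of 8 such fits). FECH, which inserts iron into the porphyrin ring, had a 1.52-fold higher signal and did not pass (adjusted p = 0.0801). Of 14 genes of heme breakdown, heme transport and iron storage 2 rose (4 when adjusted over the list alone; camera adjusted p = 6.96e-05, adjusted p = 0.0464 with an estimated correlation): HMOX1, and SLC48A1 (48106_at), a heme transporter, which rose 2.08-fold (adjusted p = 0.0226). The other probe sets of SLC48A1, 218416_s_at (listed in Table 1) and 218417_s_at, were 2.18-fold and 2.54-fold higher. Neither passed the test (adjusted p = 0.284 and 0.0585). Of 9 metallothioneins and zinc exporters limma called 0 (7 higher when adjusted over the list alone, 7 higher at its unadjusted p and 7 by the ANOVA; camera adjusted p = 4.3e-09, adjusted p = 0.0521 with an estimated correlation); MT1F had a log2 fold change of 0.49 (adjusted p = 0.0562). For 19 heat shock proteins limma called 0 (4 higher when adjusted over the list alone, 9 at its unadjusted p, 8 by the ANOVA; camera adjusted p = 7.27e-05, adjusted p = 0.0464 with an estimated correlation). For 24 targets of ATF4 it called 0 (3 higher when adjusted over the list alone, 8 at its unadjusted p, 5 by the ANOVA; camera adjusted p = 5.26e-07, adjusted p = 0.345 with an estimated correlation), and for 21 targets of p53 it called 0 (3 higher and 1 lower when adjusted over the list alone, 7 higher and 1 lower at its unadjusted p, 5 higher and 1 lower by the ANOVA; camera adjusted p = 0.00285, adjusted p = 0.101 with an estimated correlation). From its pathway analysis of the changed transcripts, the paper states that arsenite affected many pathways, among them the NRF2 response, the pentose phosphate pathway, heme degradation and heme biosynthesis.

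**Figure D1:**
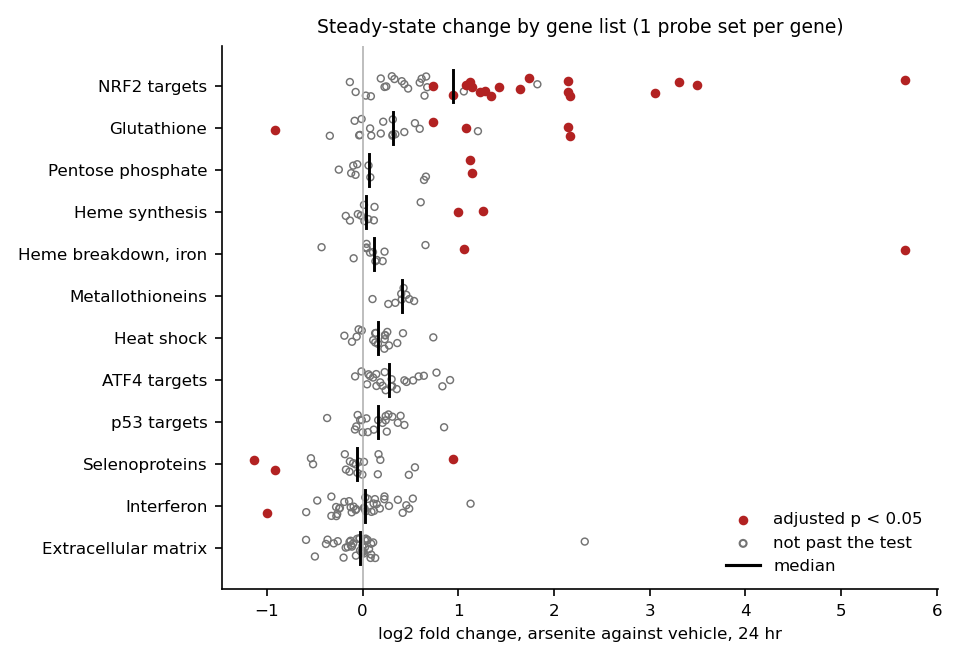
Steady-state log2 fold change (arsenite against vehicle, 4 arrays per group) of each measured gene in 12 gene lists, with filled points for genes at an adjusted p under 0.05 and a line at the median of each list. The NRF2 targets have a median of 0.94.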

*Effect of sodium arsenite on mRNA decay rates*. To determine whether the observed changes in probe set–identified transcript levels were due, at least in part, to changes in their decay rates, we performed microarray analysis on RNA samples isolated from control or arsenite-treated cells at hourly intervals for 4 hr after the addition of actinomycin D; little or no actinomycin D–induced cytotoxicity is thought to occur before 4 hr, but longer exposures can complicate interpretation of results (Sawicki and Godman 1971; Valeriote et al. 1973). 

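The decay experiment comprised 40 arrays, 4 for each of vehicle- and arsenite-treated cells at 0, 1, 2, 3 and 4 hr after 5 μg/ml actinomycin D; the arrays at 0 hr are those of the steady-state comparison. The median signal ranged from 66.71 to 83.43 over the 40 arrays; at 4 hr it was 67.17 to 72.47 (median 67.97) in vehicle-treated and 70.25 to 77.52 (median 72.34) in arsenite-treated cells. Each array carries the authors' scaling to the same trimmed mean, so that a signal states a share of the labeled RNA and not an amount per cell. For each probe set the mean signal at each time was taken as the percentage of its mean at 0 hr with the same treatment. A probe set at 75% or less after 4 hr in vehicle-treated cells counted as decayed, as in the paper, and the fall from 0 to 4 hr was also tested with limma. Decay curves were compared over all 40 arrays by limma's F-test of the 4 differences between treatments in the log2 change since 0 hr, among the decayed probe sets only. A curve was called stabilized by arsenite when the mean of the 4 differences was above 0 and destabilized when it was below. The EDGE and ORIOGEN tests that the paper used were not used here.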

The cells had been exposed to control conditions or 1 μM arsenite for 24 hr prior to the actinomycin D treatment. For convenience of presentation, we converted the microarray data for arsenite and vehicle treatment groups to the percentage of their respective abundance at time 0, which was set as 100%.

We first identified a set of probe set–identified transcripts that were likely to be analyzable by this method, that is, those that decayed at rates fast enough that we might expect to see differences in this relatively short-term experiment. Accordingly, of the 54,613 original probe sets, only 4,992 (9.1%) decayed by ≥ 25% after 4 hr in the control cells, equating to approximate half-lives of ≤ 8 hr. 

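Among the lists, those of immediate-early and KRAB zinc finger mRNAs had the largest shares of members that fell after actinomycin D in vehicle-treated cells. Of 53 immediate-early and AU-rich element mRNAs, which encode transcription factors, cytokines and their feedback regulators, 48 were at 75% or less after 4 hr and 42 fell by the test, with a median of 14.0% of time 0. Of 79 KRAB zinc finger mRNAs, 65 were at 75% or less and 51 fell by the test, with a median of 42.1%. Of 21 targets of p53 11 were at 75% or less (10 by the test), as were 11 of 24 targets of ATF4 (10 by the test) and 11 of 24 targets of TGF-β (10 by the test). Of 45 cell cycle genes 14 were at 75% or less (13 by the test), and of 43 genes of the mRNA decay machinery 13 (14 by the test). By contrast 0 of 50 ribosomal protein mRNAs, 0 of 36 mRNAs of collagens and extracellular matrix and 0 of 17 mRNAs of glycolysis enzymes were at 75% or less, with 0 falls by limma in each. Their medians were 114.4%, 115.5% and 120.7%, and the first and second of these came to 98.4% and 98.95% with the arrays scaled to the spiked poly-A control RNAs, the third to 103.9%. Among 37 NRF2 targets 5 were at 75% or less and 4 fell by the test. Over all probe sets, 15697 of 54613 (28.7%) were at 75% or less, 4883 (8.94%) fell by the test, and 4655 (8.52%), for 2668 genes, met both criteria. Of those 4655, 3011 were at 50% or less, 1233 at 25% or less and 232 at 10% or less. Over the probe sets brighter than the median the count at 75% or less was 6593 of 27306 (24.1%), and without replicates 1 and 2 the count of falls by the test was 3207 and 3060.

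**Figure D2:**
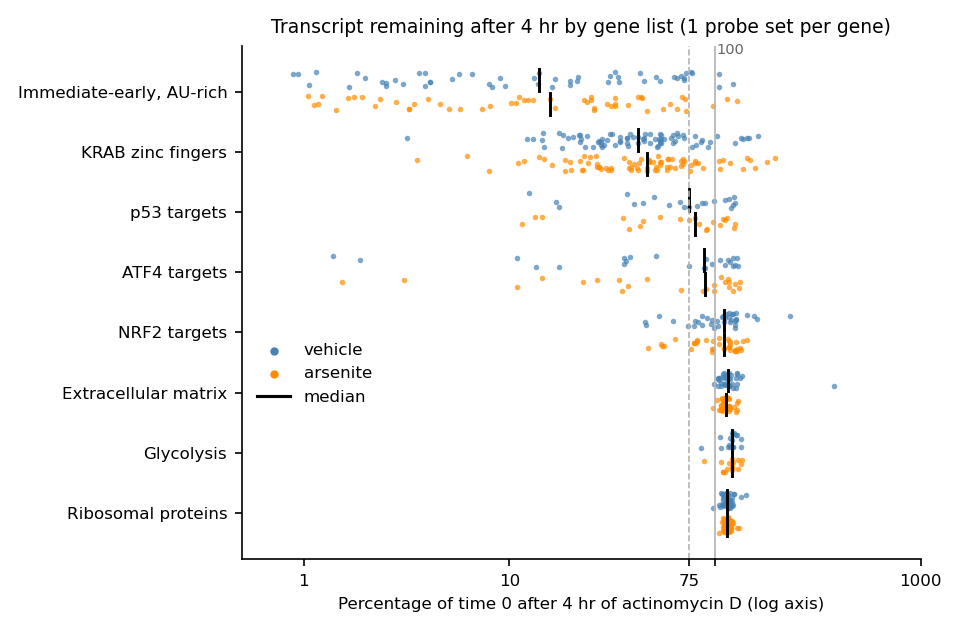
Percentage of time 0 after 4 hr of actinomycin D (log axis) of each measured gene in 8 gene lists, in vehicle- and arsenite-treated cells (means of 4 arrays), with a line at each median and a dashed line at 75%. In vehicle-treated cells the immediate-early mRNAs have a median of 14.0% and the ribosomal protein mRNAs 114.4% (98.4% with the arrays scaled to the poly-A control RNAs).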

The slower decay rates of the remaining 90% meant that we were unlikely to be able to detect decay rate differences for them using this method of analysis. We therefore focused the rest of our analysis on the 4,992 probe set–identified transcripts that decayed by ≥ 25% in 4 hr.

To confirm the effectiveness of the actinomycin D treatment under these experimental conditions, we examined comparative decay curves for several of the most rapidly decaying probe set–identified transcripts, as well as those expected to be stable in most cell types, such as those encoding ACTB and GAPDH. Figure 1A–D shows the four probe set–identified transcripts that decayed most rapidly under these conditions. 

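After 4 hr of actinomycin D in vehicle-treated cells, DUSP1 mRNA (201041_s_at), for a phosphatase of MAP kinases, was at 0.941 ± 0.382% of time 0 (SD, n = 4). DUSP6 (208892_s_at), a phosphatase of the same family, was at 1.67 ± 0.155%, SGK1, a serum-induced kinase, at 1.67 ± 0.679%, and CYR61 (210764_s_at; current symbol CCN1), a matricellular growth regulator, at 1.89 ± 0.193% (SD, n = 4 each). All 4 fell by the limma test of 4 hr against 0 hr (adjusted p = 3.3e-07, 1.65e-08, 1.28e-06 and 3.51e-09). Other named probe sets with percentages as low were those of NFKBIA, the inhibitor of NF-κB (0.890%), the pseudokinase TRIB1 (0.924%, with 2 of 4 arrays under the floor), ID3 (1.14%) and SOCS3 (1.34%, also with 2), both feedback regulators, and DDIT4, an inhibitor of mTOR signaling (1.38%).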

Figure 1 also includes data for two probe sets representing transcripts expected to be stable, *ACTB* and *GAPDH* mRNAs (Figure 1E,F), as well as transcripts encoding the three members of the tristetraprolin (TTP) mRNA-destabilizing protein family that are expressed in humans and are known to participate in mRNA decay mediated by adenylate-uridylate-rich elements (Figure 1G–I). In these examples, we observed no apparent differences between decay rates in the arsenite and control samples, with decay rates being essentially superimposable in all cases. 

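ACTB mRNA was at 108 ± 13.9% and GAPDH mRNA at 107 ± 11.7% of time 0 after 4 hr in vehicle-treated cells (SD, n = 4). Neither fell by the test of 4 hr against 0 hr (adjusted p = 0.726 and 0.737 from limma). Of the mRNAs for the TTP family, ZFP36 was at 2.41 ± 0.253%, ZFP36L2 at 9.05 ± 1.36% and ZFP36L1 at 30.9 ± 5.04% (SD, n = 4). Each of these fell by the test (adjusted p = 1.54e-07, 4.99e-08 and 4.65e-06 from limma). The ACTB signal of 1 vehicle array at 4 hr lay far from the other 3.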

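In arsenite-treated cells DUSP1 was at 1.22 ± 0.386%, CYR61 at 1.72 ± 0.324%, SGK1 at 1.04 ± 0.739% and DUSP6 at 1.07 ± 0.308% of time 0 after 4 hr (SD, n = 4). ACTB was at 114 ± 13.5% and GAPDH at 110 ± 11.9%, while ZFP36, ZFP36L1 and ZFP36L2 were at 2.22 ± 0.579%, 32.5 ± 9.3% and 10.8 ± 2.96% (SD, n = 4). The F-test of the decay curves gave adjusted p = 0.991 for DUSP1, adjusted p = 0.999 for CYR61, adjusted p = 0.925 for SGK1, adjusted p = 0.96 for ZFP36, adjusted p = 1 for ZFP36L1 and adjusted p = 0.995 for ZFP36L2. For DUSP6 the adjusted p was 0.896, with an unadjusted p under 0.05. The curves of ACTB and GAPDH, which stood above 75%, were left out of the main test, and with all non-control probe sets tested only those of ALAS1 and FBXL5 passed at an adjusted p. Among the 53 immediate-early and AU-rich element mRNAs 2 curves differed at an unadjusted p under 0.05 and 0 at an adjusted p by limma. Their median was 15.8% in arsenite-treated cells. For all 27 lists, camera on the mean difference of the curves gave 1 adjusted p under 0.05, for the ribosomal proteins (adjusted p = 0.00246, adjusted p = 0.889 with an estimated correlation).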

The observed very rapid decay of some probe set–identified transcripts, the lack of decay of known stable transcripts, the relatively narrow confidence limits, and the essentially identical results in the arsenite and control samples all support the effectiveness of the microarray screen and of actinomycin D as a rapidly acting and effective transcription inhibitor under these conditions.

**Figure 1:**
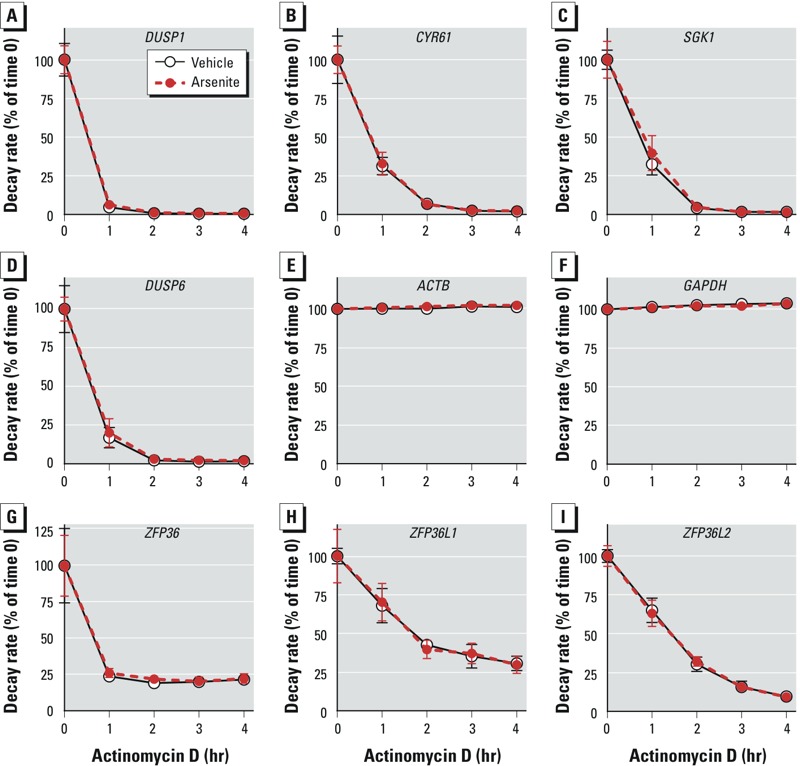
Decay rates of selected probe set–identified transcripts measured by microarray in cells treated with vehicle or arsenite for 24 hr and then treated with actinomycin D. Probe set–identified transcript levels were determined before and at 1 hr intervals after actinomycin D treatment. The starting levels of each probe set–identified transcript after 24 hr of treatment but before actinomycin D were set at 100%, and data are expressed as mean percentages (± SD) of the average starting value (*n* = 4 biological replicates per group). Decay curves for vehicle- and arsenite- treated cells are shown for the four most rapidly decaying probe set–identified transcripts (*A*–*D*); two expected to be stable under these conditions, encoding GAPDH and ACTB (*E*,*F*); and three encoding the TTP family members expressed in human cells, *ZFP36* (TTP; *G*), *ZFP36L1* (*H*), and *ZFP36L2* (*I*). In these examples, there were no differences between the decay rates between arsenite- and vehicle-treated cells. The Affymetrix probe set identifiers for the transcripts shown in this figure are as follows: *DUSP1*, 201041_s_at; *CYR61*, 210764_s_at; *SGK1*, 201739_at; *DUSP6*, 208892_s_at; *ACTB*, 224594_x_at; *GAPDH*, 213453_x_at; *ZFP36*, 201531_at; *ZFP36L1*, 211962_s_at; and *ZFP36L2*, 201368_at.

Of the 4,992 probe set–identified transcripts that decayed by ≥ 25% after 4 hr in the control cells, 70 were were significantly different in the steady state. Of these, only 5 probe sets (for four transcripts) had significant EDGE and ORIOGEN *p*-values (*p* < 0.05) for the differences between the control and arsenite decay curves. 

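Of the steady-state changes, 15 of 96 rises and 21 of 57 falls were in mRNAs at 75% or less of time 0 after 4 hr in vehicle-treated cells, 36 probe sets together. HMOX1, ALAS1 and IFIT1 were among them, whereas GCLM (203925_at, at 79.2 ± 5.79%), NQO1 (201468_s_at, at 119.9 ± 14.8%), TNFRSF19 (227812_at, at 94.6 ± 7.65%, SD of 4 arrays) and SELENOW (201194_at) were not. Both measurements rest on the same vehicle arrays at 0 hr. If the calls were independent, 43.98 probe sets would be in both, and in 20 simulations with no effect of arsenite, which kept the shared arrays and called 0 steady-state changes, a mean of 49.95 (26 to 66) of the 153 probe sets ranked first by p were decayed. With the 4 vehicle arrays at 0 hr split between the measurements in 6 ways, 2 to 6 probe sets were in both, where independence gives 3.8 to 8.84. The overlap was 20, 19 and 19 without vehicle replicates 1, 2 and 4, and 16, 19 and 18 without arsenite replicates 2, 3 and 4. It was 57 with no floor, 74 over the probe sets brighter than the median, 72 with all 40 arrays in the fit, 10 with no intensity trend, and 1243 at the unadjusted and 10 at the adjusted p of the ANOVA.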

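Among those 36, 2 had a decay curve that differed between treatments at an unadjusted p under 0.05, ALAS1 and CBR3, and 1 at an adjusted p, ALAS1. CBR3, a carbonyl reductase, rose in the steady state by 0.53 on the log2 scale (adjusted p = 0.0336). Its mRNA was at 60.7 ± 7.06% of time 0 in vehicle-treated and 80.2 ± 17% in arsenite-treated cells after 4 hr (SD, n = 4). Over the 4 times its curves crossed, with a mean log2 difference of -0.003 (adjusted p = 0.469 by the F-test), so that it counts as destabilized here; with the slope model, with the arrays scaled to ACTB and GAPDH, or without the time-0 arrays, replicate 1 or replicate 4, the sign turns. Independence of the calls gives 1.977 probe sets in both sets, and in the simulations with the shared time-0 arrays 27.6 (14 to 47) of the 153 ranked first, none of them called, were decayed with different curves. With these arrays split between the measurements the steady-state test had 2 arrays against 2 and called 0 probe sets in each of 6 splits, so the overlap was 0. It was 2 without replicate 1 (ALAS1 and an unnamed probe set), 0 without replicate 2 or 4, and 1 (ALAS1) without replicate 3. Over all non-control probe sets, decayed or not, it was 8.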

For these 5, arsenite increased stability in every case. The mRNAs identified by these probe sets were those encoding ALAS1, GATA3 (twice), MAP3K8, and KRTAP1 (Figure 2). Of the probe set–identified transcripts shown in Figure 2, only *ALAS1* and *GATA3* mRNAs were on the list of transcripts that were up- or down-regulated by ≥ 2-fold in response to arsenite. 

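ALAS1 (205633_s_at), the enzyme that starts heme synthesis, had a signal of 1216 ± 203 in vehicle-treated and 2891 ± 285 in arsenite-treated cells (SD, n = 4), a 2.39-fold rise with a log2 fold change of 1.26 (standard error 0.12, adjusted p = 0.00229). After 4 hr of actinomycin D its mRNA was at 45.9 ± 10.5% of time 0 in vehicle-treated and 101 ± 8.64% in arsenite-treated cells (SD, n = 4). The curves differed by the F-test (adjusted p = 0.00137), and the mean log2 difference was 0.73 (standard error 0.14). GATA3, a transcription factor, had a signal of 18.3 ± 13.6 in arsenite-treated against 69.7 ± 24.7 in vehicle-treated cells by 209602_s_at and of 228 ± 57.4 against 516 ± 98.6 by 209604_s_at (SD, n = 4), and neither passed the test (adjusted p = 0.355 and 0.0757). By 209602_s_at GATA3 mRNA was at 5.47 ± 8.73% of time 0 in vehicle-treated and 18.1 ± 4.1% in arsenite-treated cells after 4 hr (SD, n = 4), but all 4 arsenite arrays and 3 of the 4 vehicle arrays were then under the floor of 6.298, the last vehicle array being at 12.9 (others 0.488 to 0.979). The F-test gave adjusted p = 0.925 for this probe set, adjusted p = 0.96 for 209604_s_at and adjusted p = 0.925 for the remaining probe set of GATA3. The unadjusted p of GATA3 by 209602_s_at was under 0.05 with a spline, with the time-0 mean taken as exact, with a floor at the 25th percentile and without replicate 3, and that of the remaining probe set with the time-0 mean taken as exact, with that floor and without replicate 4. At an adjusted p, the curve of ALAS1 was not called without replicate 1, 2 or 4, without the time-0 arrays, with no intensity trend, or with the arrays scaled to ACTB and GAPDH; in each of these the unadjusted p of ALAS1 stayed under 0.05 and its mean log2 difference was 0.64 to 0.74.

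**Figure D3:**
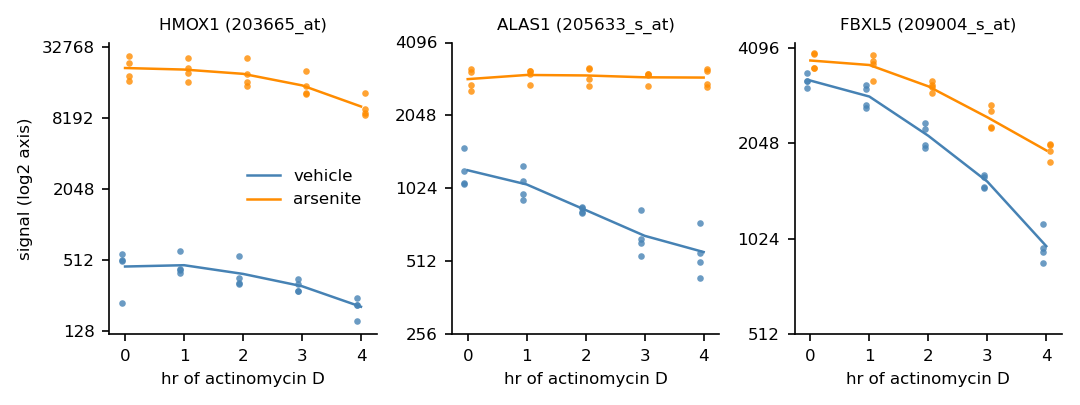
Signal (log2 axis) of HMOX1, ALAS1 and FBXL5 on each array at 0 to 4 hr after actinomycin D in vehicle- and arsenite-treated cells, with lines through the means of 4 arrays. ALAS1 starts at 1216 and 2891 and comes to 45.9% and 101% of these values.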

In the case of *ALAS1* mRNA, the change in decay induced by arsenite (stabilization) was in the same direction as the steady-state increase of 2.68-fold caused by arsenite after 24 hr (Table 1); for *GATA3* mRNA, the apparent stabilization in the presence of arsenite occurred despite the effect of arsenite to decrease steady-state levels by 2.48-fold (Table 2).

**Figure 2:**
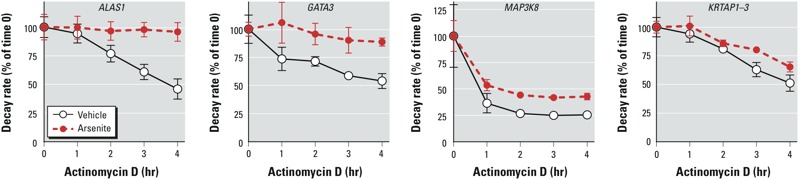
Decay rates of four probe set–identified transcripts for which the steady-state levels and decay rates were significantly different in arsenite-treated cells compared with control. Cells were treated with vehicle or arsenite for 24 hr and then treated with actinomycin D. Probe set–identified transcript levels were measured by microarray before and at 1 hr intervals after actinomycin D treatment. The starting levels of each probe set–identified transcript after 24 hr of treatment but before actinomycin D were set at 100%, and the data are expressed as mean percentages (± SD) of the average starting value (*n* = 4 biological replicates per group). In all cases, the decay curves were significantly different between control and arsenite-treated cells by both the ORIOGEN and EDGE methods (*p* < 0.05). The Affymetrix probe set identifiers for the transcripts shown are as follows: *ALAS1*, 205633_s_at; *GATA3*, 209602_s_at; *MAP3K8*, 205027_s_at; and *KRTAP1‑3*, 234880_x_at.

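MAP3K8 (205027_s_at), a kinase upstream of ERK, had a signal of 152 in arsenite-treated against 205 in vehicle-treated cells (n = 4, adjusted p = 0.543). Its mRNA was at 19.1 ± 10.7% of time 0 in vehicle-treated and 23.8 ± 8.94% in arsenite-treated cells after 4 hr (SD, n = 4). KRTAP1-3 (234880_x_at), a keratin-associated protein, had a signal of 565 against 758 (n = 4, adjusted p = 0.74), and was at 43.7 ± 14.2% in arsenite-treated and 55.1 ± 14.9% in vehicle-treated cells after 4 hr (SD). The F-test gave adjusted p = 0.986 for the curves of MAP3K8 and adjusted p = 0.961 for those of KRTAP1-3. The mean log2 difference of the curves was 0.36 for MAP3K8, with its sign turned without replicate 4, and -0.19 for KRTAP1-3, with its sign turned without replicate 1. The KRTAP1-3 signal of 1 arsenite array at 0 hr lay far from the other 3.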

To confirm the changes suggested by the microarray data for the *ALAS1* and *GATA3* mRNAs, we performed real-time RT-PCR on the same mRNA samples, using primers designed specifically for these transcripts [see “Real-time reverse transcription polymerase chain reaction (RT-PCR)”]. The real-time RT-PCR analysis confirmed the highly significant differences between the decay curves for *ALAS1* mRNA observed in the microarray data (Figure 3) and confirmed that this transcript was greatly stabilized in the presence of arsenite. In the case of *GATA3*, the real-time RT-PCR data did not confirm a difference in the decay rates between the arsenite and control samples (Figure 3). Real-time RT-PCR analysis of some of the other transcripts identified in the initial screen failed to demonstrate differences in decay rates for *ZFAND5*, *MAP3K8*, *CALD1,* and *PARVA* mRNAs (Figure 3).

**Figure 3:**
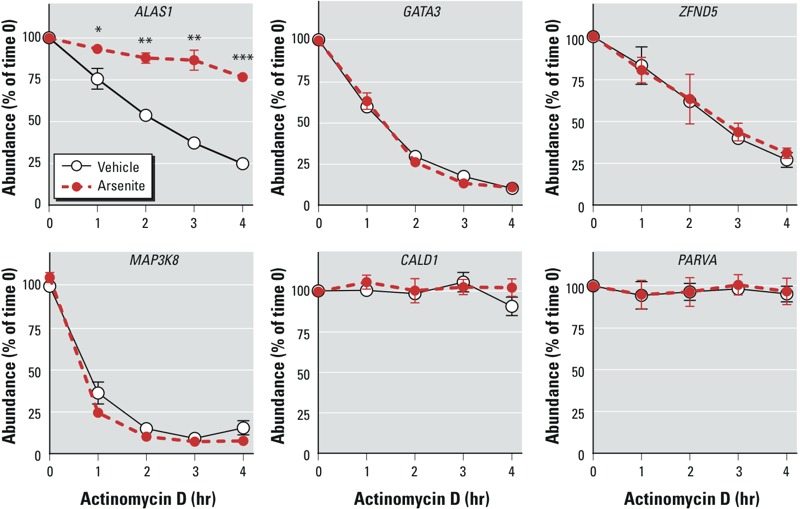
Effect of arsenite on the stability of *ALAS1*, *GATA3, ZFND5, MAP3K8, CALD1, *and *PARVA *mRNA in cells treated with vehicle or arsenite for 24 hr and then treated with actinomycin D for 1–4 hr, as determined by real-time RT-PCR. The apparent arsenite-induced stabilization of *ALAS1* mRNA seen in the microarray analyses was confirmed; however, the differences in decay rates suggested by microarray for *GATA3* and *MAP3KB* mRNAs shown in Figure 2 were not confirmed. Arsenite showed no effect on the decay rates of several other transcripts, including one with an intermediate half-life (*ZFAND5*) and two relatively stable transcripts (*CALD1* and *PARVA*) during the 4-hr time course. Relative transcript abundance was calculated as a fraction of transcript abundance at time 0, before the addition of actinomycin D (set at 100%). Data are expressed as mean ± SE of four independent experiments. *p < 0.05. **p < 0.01. ***p < 0.001.

We then investigated the remaining probe set–identified transcripts that decayed > 25% in the control cells at 4 hr but did not exhibit significant differences in steady-state mRNA levels after 24 hr of control or arsenite treatment. 

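FBXL5, the iron-sensing subunit of a ubiquitin ligase, was at 30.1 ± 3.67% of time 0 in vehicle-treated and 52.1 ± 3.18% in arsenite-treated cells after 4 hr by 209004_s_at (SD, n = 4). Its curves differed by the F-test (adjusted p = 0.00211). A further probe set of FBXL5, 209005_at, was at 49.3 ± 5.8% and 70.9 ± 4.21% (SD, n = 4). For 209005_at the unadjusted p was under 0.05 (adjusted p = 0.689). FRMD6, a regulator of the Hippo pathway, was at 61.6 ± 5.59% in vehicle-treated and 45.9 ± 0.858% in arsenite-treated cells after 4 hr (SD, n = 4) and did not pass (adjusted p = 0.171). It did pass with no floor, and with the replicate number as a block, though no source ties these numbers to days. SLC13A3, a dicarboxylate transporter, did not pass at 30.9 ± 20.2% and 105 ± 30.6% (SD, n = 4, adjusted p = 0.116). E2F6, a transcriptional repressor, was at 16.9% and 8.49% (adjusted p = 0.742). Of 15697 decayed probe sets, 862 (5.49%) had different curves at an unadjusted p under 0.05, and 2 at an adjusted p, those of ALAS1 and FBXL5. The threshold alone gives 784.8 (5%), simulations with no effect of arsenite a mean of 1012.3 (580 to 1678) and drawn labels a median of 856, so the 862 lie within the range of these. Of 100 labelings, the real one included, 5 gave at least 2 curves at an adjusted p (highest other 14). The count at an adjusted p was 0 without replicate 1, 2 or 4; that at an unadjusted p was 298 over the probe sets brighter than the median, 2102 over all non-control probe sets and 4226 with the time-0 mean taken as exact.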

Of the original set of 4,992 probe set–identified transcripts that decayed > 25% after 4 hr of actinomycin D treatment, 340 exhibited significant (*p* < 0.05) differences in both EDGE and ORIOGEN *p*-values for the decay curves. 

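Of the 862 probe sets with different curves 860 had no steady-state change, and these came from 538 named genes, with 427 genes stabilized and 116 destabilized; 5 genes had probe sets of both kinds. FBXL5 was among the stabilized genes, with a steady-state signal of 3729 ± 222 in arsenite-treated against 3224 ± 145 in vehicle-treated cells (SD, n = 4, 1.16-fold, adjusted p = 0.416). So was KEAP1, the adaptor that turns over NRF2, at 46.2% of time 0 in vehicle-treated and 63.8% in arsenite-treated cells (adjusted p = 0.887). STK40, a pseudokinase, was among the destabilized, at 35.7% and 17.6% after 4 hr (adjusted p = 0.398), but the sign of its mean difference turned without replicate 2 or replicate 3. Over all 862 probe sets the stabilized share was 80.6% (exact Clopper-Pearson interval 77.8 to 83.2, which assumes independent probe sets), where simulations with no effect of arsenite gave 72.8% (65.3 to 81.2) and drawn labels a median of 71.8%. That share was 62.5% without the time-0 arrays, 61.3% among probe sets chosen by the mean of both treatments and 35.4% among those chosen in arsenite-treated cells, the latter 2 added after seeing the data.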

After removing the transcripts discussed above that had significant steady-state changes, uncharacterized genes, and duplicates, 162 probe set–identified transcripts remained, of which 35 were significantly destabilized by arsenite; the remaining 127 were stabilized. Of these 162, 49 had EDGE and ORIOGEN *p*-values that were significant at the *p* < 0.01 level for both tests. Supplemental Material, Table S6, provides a list of these 49 probe set–identified transcripts along with their average percentage decreases at 4 hr compared with time 0 and the ORIOGEN and EDGE *p*-values for the decay curves. 

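Of the 49 probe sets of Table S6, 42 differed in the listed direction here, 37 of 41 stabilized and 5 of 8 destabilized; of all 15697 tested probe sets 11388 (72.5%) had a mean difference on the side of stabilization, and the paper chose these 49 from the same arrays. After 4 hr the median of the 41 was 37.1% of time 0 in vehicle-treated and 52.06% in arsenite-treated cells, and that of the 8 was 38.08% and 32.46%. CALD1 (215199_at), an actin-binding protein, was at 23.5 ± 1.95% and 46.3 ± 11.9% (SD, n = 4). Its curves differed at an unadjusted p under 0.05 (adjusted p = 0.625), as did those of MED18, a Mediator subunit at 6.47% and 31.4% (adjusted p = 0.813). The prostaglandin receptor PTGER4 (adjusted p = 0.858), the COPII component SEC24D (adjusted p = 0.901), DDX59 (adjusted p = 0.901), FBXL5 and the unnamed 213089_at (adjusted p = 0.777) also had an unadjusted p under 0.05, which makes 7 of the 47 tested, all stabilized; FBXL5 had the 1 adjusted p under 0.05. PARVA (215418_at), a focal adhesion protein, was at 36.05% and 66.5% (adjusted p = 0.922). For 35 of these genes another probe set was on the array, and in 25 of them the brightest other probe set stood at a higher percentage of time 0 in vehicle-treated cells, as it did for 1187 of 1661 named probe sets that fell and were not the brightest of their gene. CALD1 (212077_at) was at 109% and PARVA (217890_s_at) at 127%. The count of 7 was 17 with the slope model, 26 with the time-0 mean taken as exact and 4 both without the time-0 arrays and without replicate 2.

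**Figure D4:**
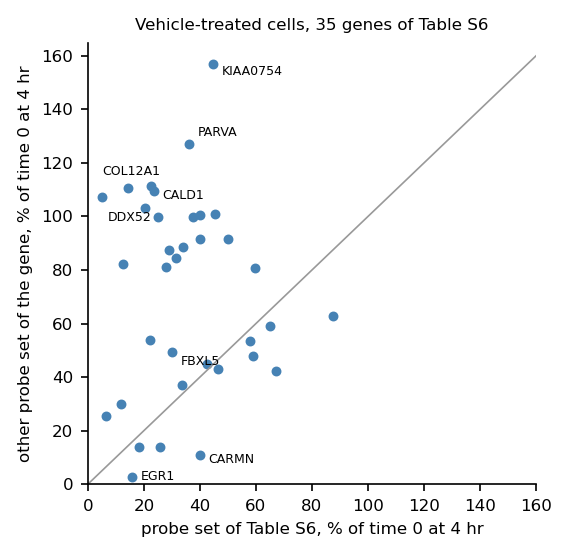
Percentage of time 0 after 4 hr in vehicle-treated cells of the probe set listed in Table S6 (horizontal) and of the brightest other probe set of the same gene (vertical), for 35 genes (means of 4 arrays), with a diagonal of equal values. In 25 genes the point lies above the diagonal; of 1661 named probe sets that fell and were not the brightest of their gene the same held for 1187.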

Examples of probe set–identified transcripts stabilized by arsenite are shown in Supplemental Material, Figure S2, and examples of those destabilized by arsenite are shown in Supplemental Material, Figure S3. It should be noted that the differences between the decay curves for these transcripts were deemed highly significant (*p* < 0.01) by both tests, resulting in a fairly stringent selection. Of the 4,992 probe set–identified transcripts that decayed by > 25% in 4 hr in the control cells, 466 were considered significant by ORIOGEN analysis (*p* < 0.05) but not by EDGE analysis. Similarly, 98 of these probe set–identified transcripts were deemed significant by EDGE analysis (*p* < 0.05) but not by ORIOGEN analysis. These individual tests provide less stringency than the two together, but they may provide clues in some instances to biologically significant changes in mRNA stability.

## Discussion

The major goal of this study was to determine whether changes in mRNA stability contribute to the changes in steady-state mRNA levels seen in human diploid fibroblasts treated with sodium arsenite. In this genome-wide microarray analysis, we identified 353 probe set–identified transcripts (0.6% of 54,613) whose steady-state levels were significantly altered after 24-hr exposure to a noncytotoxic concentration of arsenite. Of these 353, only 70 decayed rapidly enough after actinomycin D treatment (approximate half-lives of < 8 hr) to make comparisons between the decay rates feasible by these techniques. Of these 70, only 4 transcripts exhibited differences in decay rates between control and arsenite-treated cells, and only 1 probe set, corresponding to the transcript of *ALAS1*, had a decay rate change that was in the appropriate direction to account for the steady-state mRNA levels. In this case, the steady-state transcript levels were significantly increased after arsenite treatment compared with the control (2.7-fold), and the decay curves showed highly significant transcript stabilization after arsenite treatment. This significant stability change identified by microarray was confirmed by real-time RT-PCR. These data suggest that, at least for transcripts with more rapid decay rates in fibroblasts, changes in mRNA decay rates in response to arsenite accounted for very few of the steady-state changes observed after 24 hr of treatment.

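Of 37 NRF2 targets, the list with the most calls, 5 were at 75% or less of time 0 after 4 hr, and the curve of 1 differed between treatments at an unadjusted p under 0.05. After 4 hr GCLM (203925_at) stood at 81.7% and NQO1 (201468_s_at) at 119% of time 0 in arsenite-treated cells. TNFRSF19 (227812_at), which fell, stood at 86.5% in arsenite-treated cells, and IFIT1 at 69.8% in vehicle-treated and 67.3% in arsenite-treated cells (adjusted p = 0.999 for the curves). Of the 153 steady-state changes 117 were in probe sets above 75%, which the main test of the curves leaves out; with all non-control probe sets tested, 8 of the 153 had different curves at an unadjusted p under 0.05, ALAS1 alone at an adjusted p. From the few changed transcripts that decayed fast enough to compare, and from ALAS1 as the only one whose decay changed in the direction of its level, the paper proposes that, at least for transcripts that decay more rapidly in fibroblasts, changes in decay rates accounted for very few of the steady-state changes.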

This analysis was limited by the apparent stability of most mRNAs under these experimental conditions, in which approximately 90% of probe set–identified transcripts were apparently too stable to make decay-rate comparisons feasible using these methods. This is one of the inherent difficulties with the actinomycin D method because cytotoxicity prevents longer-term experiments that would allow measurements on slower-decaying transcripts. Using recently developed techniques such as ribonucleoside labeling (Dölken 2013), it may be possible to determine turnover rates on a global scale that will also encompass these more stable transcripts.

In addition to the few changes in mRNA stability that could account, at least in part, for changes in steady-state mRNA levels after arsenite treatment, 49 probe set–identified transcripts exhibited highly significant arsenite-induced changes in stability that were not reflected in significant changes in steady-state levels after 24 hr, and only 8 of these were destabilized in the arsenite-treated cells. Many more transcripts were identified whose decay rates differed at lower rates of significance, or in only one of the two tests of significance. The fact that these transcripts did not exhibit changes in steady-state levels suggests the possibility of compensatory changes in transcription rates in these cases.

The striking stabilization of *ALAS1* mRNA observed in both microarray and real-time RT-PCR presumably contributed to its steady-state increase after arsenite treatment. *ALAS1* encodes aminolevulinate, delta-, synthase 1, a mitochondrial protein that is the rate-limiting step in heme biosynthesis. Heme has long been known to affect *ALAS1* expression at the levels of transcription, mRNA decay, mitochondrial import and export, and protein stability (Furuyama et al. 2007; Schuurmans et al. 2001). In particular, low cellular levels of heme appear to be able to both increase *ALAS1* transcription and *ALAS1* mRNA stability. Because the most dramatically up-regulated gene in arsenite-treated cells was *HMOX1*, encoding heme oxygenase-1 (the rate-limiting enzyme in heme catabolism), a plausible mechanism for the effect of arsenite to increase *ALAS1* mRNA steady-state levels and mRNA stability would be as follows: Arsenite treatment would cause massive increases in *HMOX1* expression, resulting in increases in cellular heme catabolism and decreases in heme levels; the decreased heme levels would then lead to increases in *ALAS1* transcription and mRNA stability, resulting in increased heme biosynthesis. It seems possible that this effect on heme biosynthesis could lead to known effects of arsenic exposure on exacerbations of porphyria (Tian et al. 2011) and various erythrocyte disorders (Lisiewicz 1993). Earlier studies in human fibroblasts demonstrated that the transcriptional activation of *HMOX1*, but not its mRNA stability, is the major mechanism for arsenic-induced accumulation of *HMOX1* mRNA and protein (Keyse et al. 1990). The present study confirmed that the huge increase in *HMOX1* mRNA levels seen after arsenite (68-fold increase) was not accompanied by significant changes in *HMOX1* mRNA decay rates, at least on a percentage basis. It should be noted that many previous studies have demonstrated induction of *HMOX1* after treatment of cells with various forms of arsenic (Liu et al. 2001, 2006; Rea et al. 2003; Wu et al. 2008; Yih et al. 2002).

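HMOX1 mRNA (203665_at) was at 45.5 ± 8.05% of time 0 in vehicle-treated and 47.1 ± 10% in arsenite-treated cells 4 hr after actinomycin D (SD, n = 4). The F-test of the decay curves gave adjusted p = 0.999. The fall in vehicle-treated cells passed the limma test of 4 hr against 0 hr (adjusted p = 0.039).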

## Conclusions

We found that arsenite modification of mRNA stability leading to changes in steady-state levels is very uncommon, at least among the most rapidly decaying 10% of transcripts under our experimental conditions. However, arsenite clearly affected *ALAS1* mRNA stability in this experimental setting, which, at least in part, contributed to the significant steady-state increase in this mRNA. This change in transcript stability presumably leads to an increase in protein, which in turn should play a role in attempting to maintain intracellular heme levels in response to the anticipated depletion caused by the massive induction of *HMOX1*. The detailed mechanism by which arsenite exerts its posttranscriptional control of *ALAS1* mRNA remains to be clarified. Further studies using different methods will be necessary to determine whether arsenite can cause changes in stability in the vast majority of fibroblast mRNAs that decay with half-lives > 8 hr.

## Supplemental Material

(501 KB) PDF Click here for additional data file.

# Supplementary material for: Global Analysis of Posttranscriptional Gene Expression in Response to Sodium Arsenite
**Source:** Environ Health Perspect. 2014 Nov 21;123(4):324–30. doi: 10.1289/ehp.1408626
**Supplement:** (501 KB) PDF

## **Supplemental Material**

# **Global Analysis of Posttranscriptional Gene Expression in Response to Sodium Arsenite**

Lian-Qun Qiu, Sarah Abey, Shawn Harris, Ruchir Shah, Kevin E. Gerrish, and Perry J.

Blackshear

**Figure S1.**

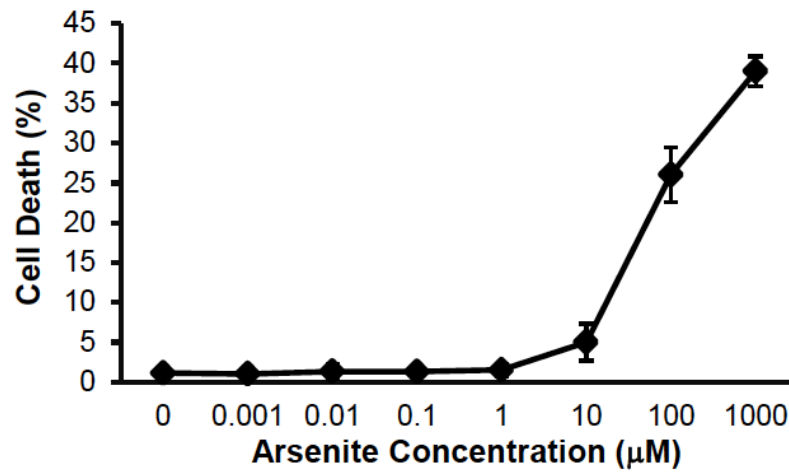

**Figure S1.** Cytotoxicity assay of sodium arsenite in human foreskin fibroblasts. Rates of cell death were determined using propidium iodide staining followed by flow cytometric analysis after 24 h of treatment of human BJ fibroblasts with sodium arsenite at the concentrations indicated. Results shown are the means  $\pm$  SD from 2-5 experiments.

Figure S2.

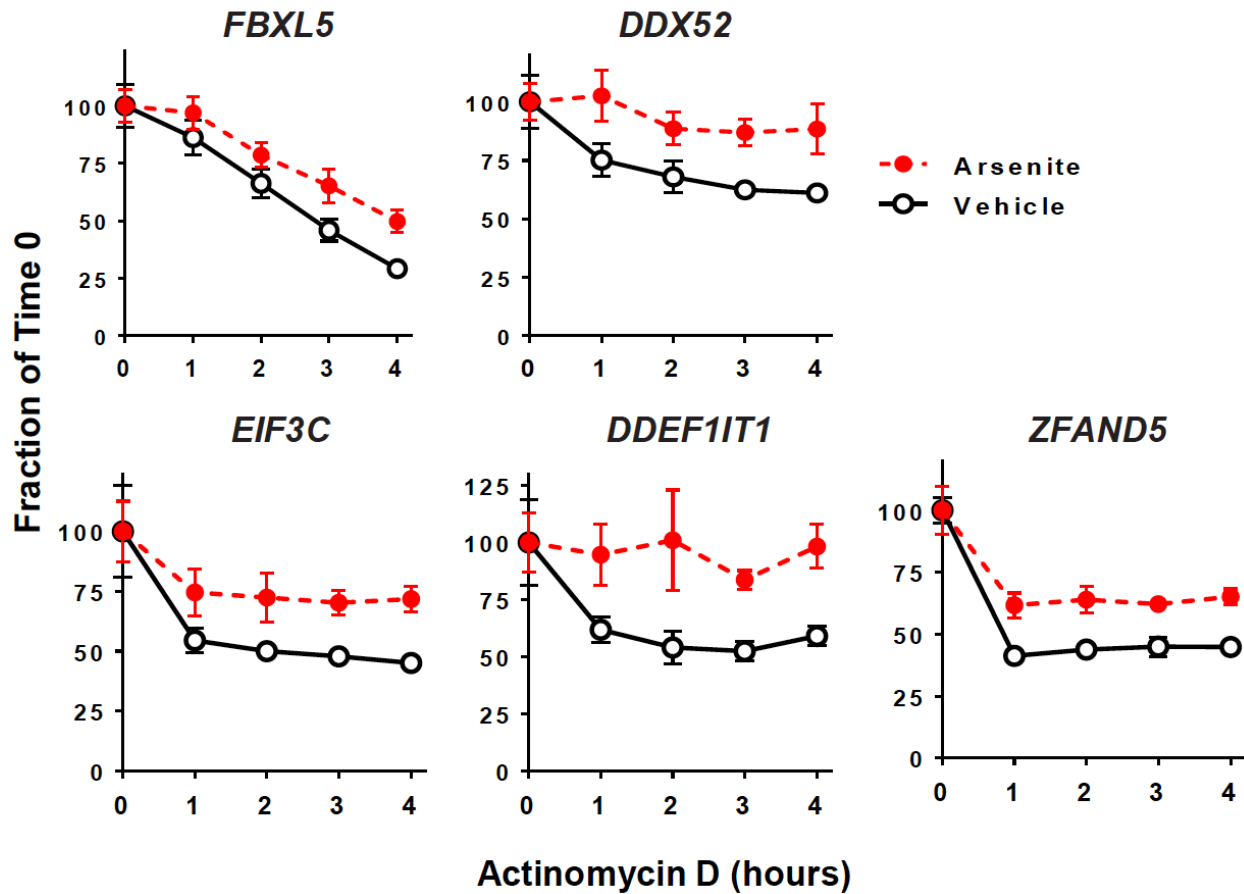

**Figure S2.** Decay rates of probe set-identified transcripts measured by microarray whose steady state levels after arsenite were not significantly different from control, but whose decay rates were significantly decreased by arsenite. Shown are the decay rates for five transcripts whose steady state levels were not significantly different in the control and arsenite-treated cells, but whose decay rates were significantly different by both the Oriogen and Edge methods ( $P < 0.05$ ). In these five examples, arsenite stabilized the mRNA. The Affymetrix probe set identifiers used for these transcripts were: FBXL5, 209004\_s\_at; DDX52, 1570415\_at; EIF3C, 236700\_at; DDEF1IT1, 217649\_at; ZFAND5, 220694\_at. See the legend to Figure 1 for details.

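In Figure S2 DDX52 is measured by 1570415_at, which was at 5.10 ± 3.18% of time 0 in vehicle-treated and 62.2 ± 37.9% in arsenite-treated cells after 4 hr (SD, n = 4), with 3 vehicle arrays and 1 arsenite array under the floor. EIF3C, a subunit of a translation initiation factor, was at 37.1 ± 12.3% and 46.3 ± 34.7% (SD, n = 4). The probe set annotated to ASAP1-IT1 (220694_at; formerly DDEF1IT1), an RNA from an intron of ASAP1, was at 43.8 ± 17.7% and 109 ± 32% (SD, n = 4). ZFAND5 (217649_at) was at 22.1 ± 10.1% and 16.7 ± 16.6% (SD, n = 4), with 2 arsenite arrays under the floor. The F-test gave adjusted p = 0.933 for DDX52, adjusted p = 0.986 for EIF3C, adjusted p = 0.925 for ASAP1-IT1 and adjusted p = 0.999 for ZFAND5. The array annotation and Table S6 assign these probe sets to these genes, while the legend of Figure S2 gives 217649_at as DDEF1IT1 and 220694_at as ZFAND5; percentages with an SD of over 30 rest on 4 arrays that lay far apart.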

Figure S3.

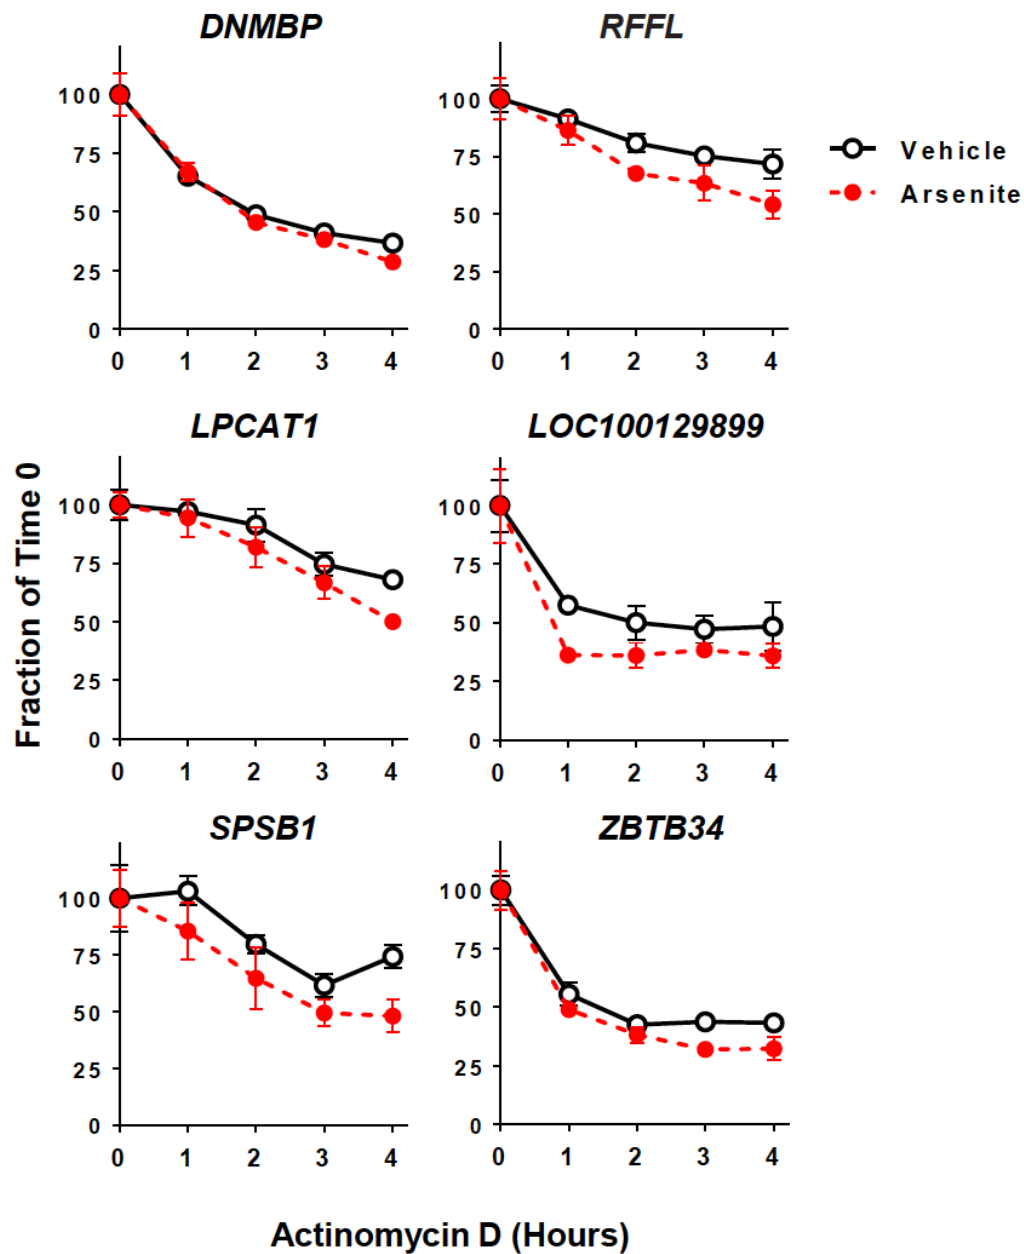

**Figure S3.** Decay rates of probe-set identified transcripts measured by microarray whose steady state levels after arsenite were not significantly different from control, but whose decay rates were significantly decreased by arsenite. Shown are the decay rates for six transcripts whose steady state levels were not significantly different in the control and arsenite-treated cells, but whose decay rates were significantly different by both the Oriogen and Edge methods ( $P < 0.05$ ).

The starting levels of each probe set-identified transcript after 24 h of treatment but before actinomycin D were set at 100%, and the other data are expressed as mean percentages  $\pm$  SD of that average starting value (n=4 biological replicates in each group). In these six examples, arsenite destabilized the mRNA. 

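DNMBP, a scaffold of dynamin and actin regulators, was at 33.7 ± 3.89% of time 0 in vehicle-treated and 27.1 ± 4.01% in arsenite-treated cells after 4 hr (SD, n = 4). LPCAT1, an enzyme of phospholipid remodeling, was at 55.1 ± 1.02% and 40.8 ± 9.94%, and 228980_at (RFFL in the paper) at 67.8 ± 5.52% and 54.2 ± 2.06% (SD, n = 4). The probe set 238771_at, annotated here to FBRS, was at 27.9 ± 6.56% and 21.2 ± 14% (SD, n = 4). SPSB1, an adaptor of a ubiquitin ligase, was at 18.3 ± 6.9% in vehicle-treated and 30.98 ± 13.5% in arsenite-treated cells, and ZBTB34, a zinc finger protein, at 16.9 ± 9.89% and 23.7 ± 6.58% (SD, n = 4). The F-test gave adjusted p = 0.927 for DNMBP, adjusted p = 0.911 for LPCAT1 and 228980_at, adjusted p = 0.999 for FBRS, adjusted p = 0.977 for SPSB1 and adjusted p = 0.934 for ZBTB34.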

The Affymetrix probe set identifiers used for these transcripts were: DNMBP, 212838\_at; RFFL, 228980\_at; LPCAT1, 201818\_at; LOC100129899, 238771\_at; SPSB1, 219677\_at; and ZBTB34, 227111\_at. See the legend to Figure 1 for details.

**Table S1.** Primers used in the study.

| Gene    | GenBank Accession # | Amplicon length (bp) | Primer Sequences                                                                    |
|---------|---------------------|----------------------|-------------------------------------------------------------------------------------|
| ALAS1   | NM_000688.4         | 120                  | Forward: 5'-CAACCCTCTTCACCCTGGCTAA-3'<br>Reverse: 5'-GGCGGAAGATGTACTTTGGCA-3'       |
| ATP5C1  | NM_001001973.1      | 148                  | Forward: 5'-TTTGGAGATGCGTCAGTCATTG-3'<br>Reverse: 5'-CACTTGCAACGGTATTAAGGGAA-3'     |
| C3orf34 | NM_032898.3         | 92                   | Forward: 5'-AGAATAATCCGCGACACAAGAGTT-3'<br>Reverse: 5'-CCCCGACAAGTAACCTCGTAAA-3'    |
| CALU    | NM_001130674.2      | 152                  | Forward: 5'-TGACTTATGGCACTTACCTGGATGA-3'<br>Reverse: 5'-AGGGTGCAGGAAAGCTGTGAA-3'    |
| CALD1   | NM_033138.2         | 158                  | Forward: 5'-AGCAGGCACACCAAATAAGGAA-3'<br>Reverse: 5'-CCCAGAGGTTCCGCTTGCT-3'         |
| EIF5A   | NM_001143760.1      | 155                  | Forward: 5'-TCAGCCACCTTCCCAATGC-3'<br>Reverse: 5'-CCAGTAAAGATGTCAATACCAACCA-3'      |
| GATA3   | NM_001002295.1      | 95                   | Forward: 5'-CCTCATTAAGCCCAAGCGAA-3'<br>Reverse: 5'-TCCTCCTCCAGAGTGTGGTTGT-3'        |
| GAPDH   | NM_002046.3         | 105                  | Forward: 5'-CACCCACTCCTCCACCTTTGA-3'<br>Reverse: 5'-CTGTTGCTGTAGCCAAATTCGTT-3'      |
| GCNT4   | NM_016591.2         | 117                  | Forward: 5'-GAGCACTTTTGGGCTACCTTGA-3'<br>Reverse: 5'-ATAGTAATTCCACTTGACAAGGCGA-3'   |
| GRPEL2  | NM_152407.3         | 142                  | Forward: 5'-GGAAGACGCCAAGATATTTGGAAT-3'<br>Reverse: 5'-TCGGAAGACCTTCTCCAGAGTGA -3'  |
| GSK3B   | NM_001146156.1      | 163                  | Forward: 5'-TCACTGTAACATAGTCCGATTGCGT-3'<br>Reverse: 5'-CTTGACATAAATCACAGGGAGCGT-3' |
| hLMO7   | NM_005358.5         | 108                  | Forward: 5'-TTCGGTGGTTTCTGATCTTCC-3'<br>Reverse: 5'-TCCTGCTCCTTCTGCCACCT-3'         |
| LRRFIP1 | NM_001137550.1      | 169                  | Forward: 5'-TGGATACCAAGGTCCTACCAAGAT-3'<br>Reverse: 5'-GCCAATCTTCTGTCTCTCCTCCA-3'   |
| MAP3K8  | NM_005204.2         | 127                  | Forward: 5'-AAGAGGCTGCTGAGTAGGAAGGA-3'<br>Reverse: 5'-GAGCGCCGAGGTGCATGTA-3'        |
| NAMPT   | NM_005746.2         | 131                  | Forward: 5'-CCAAGAGACTGCTGGCATAGGA-3'<br>Reverse: 5'-CTGGAACAGAATAGCCTGGAACA-3'     |
| NRG1    | NM_001159995.1      | 115                  | Forward: 5'-CTGTCACCCAGACTCCTAGCCA-3'<br>Reverse: 5'-GGGCTGCTGTGCCTACTGTTT-3'       |
| PARVA   | NM_018222.3         | 165                  | Forward: 5'-GGAATCCTCCAGTCTCGGCA-3'<br>Reverse: 5'-ATTCAGGTGCTTGTTACGAAAGT-3'       |
| PEX13   | NM_002618.3         | 191                  | Forward: 5'-CTGAGAATGAAGACCTCTGGGCA -3'<br>Reverse: 5'-TGCCCAGTTGATGCTGTCTGTTAC-3'  |
| PHF8    | NM_015107.2         | 142                  | Forward: 5'-AGGCGACCCTGATAATAAGACCA-3'<br>Reverse: 5'-TCCACCATGTCCTCATCTGTTGTA-3'   |
| PPARA   | NM_001001928.2      | 138                  | Forward: 5'-CAAGAAATGGGAAACATCCAAGAG-3'<br>Reverse: 5'-TGGTGAAAGCGTGTCCGTGA-3'      |
| SLAIN2  | NM_020846.1         | 194                  | Forward: 5'-GCCATCCACAGATTTACAGACAA-3'<br>Reverse: 5'-GCCTGGAGAAGGTATGGCTGAA-3'     |
| STANNIN | NM_003498.4         | 124                  | Forward: 5'-CCCAGCACTGACCATGTCTATTAT-3'<br>Reverse: 5'-CCGCAGGTAGCACCAGCA-3'        |
| ZCCHC6  | NM_024617.3         | 143                  | Forward: 5'-TGAGCAGGATGGAGACTTGGAA-3'<br>Reverse: 5'-TAGGGTAGTTTCGTGGTCGCC-3'       |
| ZFAND5  | NM_001102420.1      | 135                  | Forward: 5'-CTCAGCCCAGTCCATCAGTTTCT-3'<br>Reverse: 5'-ATCGGCAGTCAAACCCTGTAAGA-3'    |

**Table S2.** Top networks based on IPA analysis of up-regulated probe-set identified transcripts.

| <b>Rank</b> | <b>Associated Network Functions</b>                                                        | <b>Score</b> |
|-------------|--------------------------------------------------------------------------------------------|--------------|
| 1           | Small molecule biochemistry, carbohydrate metabolism, nucleic acid metabolism              | 57           |
| 2           | Organismal injury and abnormalities, renal and urological disease, cell death and survival | 40           |
| 3           | Small molecule biochemistry, cellular development, cellular growth and proliferation       | 40           |
| 4           | Lipid metabolism, small molecule biochemistry, cellular assembly and organization          | 26           |
| 5           | Cancer, cell death and survival, cellular development                                      | 21           |

**Table S3.** Top biological functions, canonical pathways, upstream regulators, and tox lists based on IPA analysis of up-regulated probe-set identified transcripts.

| Name                                                           | p-Value             | # Molecules | Ratio          | Predicted Activation State |
|----------------------------------------------------------------|---------------------|-------------|----------------|----------------------------|
| <b>Top biological functions</b>                                |                     |             |                |                            |
| Diseases and Disorders                                         |                     |             |                |                            |
| Cancer                                                         | 1.37E-11 - 7.52E-03 | 88          |                |                            |
| Gastrointestinal Disease                                       | 3.08E-11 - 7.52E-03 | 48          |                |                            |
| Hepatic System Disease                                         | 1.31E-06 - 3.30E-03 | 19          |                |                            |
| Organismal Injury and Abnormalities                            | 1.53E-06 - 7.52E-03 | 27          |                |                            |
| Renal and Urological Disease                                   | 4.64E-06 - 7.52E-03 | 21          |                |                            |
| Molecular and Cellular Functions                               |                     |             |                |                            |
| Cell Death and Survival                                        | 9.38E-09 - 7.52E-03 | 64          |                |                            |
| Carbohydrate Metabolism                                        | 3.74E-07 - 7.52E-03 | 23          |                |                            |
| Nucleic Acid Metabolism                                        | 3.74E-07 - 7.52E-03 | 15          |                |                            |
| Small Molecule Biochemistry                                    | 2.07E-06 - 7.52E-03 | 41          |                |                            |
| Cell Morphology                                                | 5.62E-05 - 7.52E-03 | 14          |                |                            |
| Physiological System Development and Function                  |                     |             |                |                            |
| Organ Morphology                                               | 1.09E-05 - 7.52E-03 | 19          |                |                            |
| Renal and Urological System Development and Function           | 1.09E-05 - 7.52E-03 | 12          |                |                            |
| Cardiovascular System Development and Function                 | 5.62E-05 - 7.52E-03 | 15          |                |                            |
| Embryonic Development                                          | 5.62E-05 - 7.52E-03 | 13          |                |                            |
| Hepatic System Development and Function                        | 5.62E-05 - 5.85E-03 | 6           |                |                            |
| <b>Top Canonical Pathways</b>                                  |                     |             |                |                            |
| NRF2-mediated Oxidative Stress Response                        | 8.1E-11             |             | 14/192 (0.073) |                            |
| Pentose Phosphate Pathway                                      | 9.69E-07            |             | 4/23 (0.174)   |                            |
| Vitamin-C Transport                                            | 1.43E-04            |             | 3/22 (0.136)   |                            |
| Methylglyoxal Degradation III                                  | 2.17E-04            |             | 3/23 (0.13)    |                            |
| Heme Degradation                                               | 3.34E-04            |             | 2/11 (0.182)   |                            |
| <b>Top Upstream Regulators</b>                                 |                     |             |                |                            |
| NFE2L2                                                         | 8.40E-25            |             |                | Activated                  |
| tert-butyl-hydroquinone                                        | 3.06E-18            |             |                | Activated                  |
| arsenic trioxide                                               | 2.11E-17            |             |                | Activated                  |
| 2-cyano-3 12-dioxoolean-1 9-dien-28-oic acid                   | 3.18E-17            |             |                | Activated                  |
| BACH1                                                          | 3.97E-15            |             |                | Inhibited                  |
| <b>Top Tox Lists</b>                                           |                     |             |                |                            |
| NRF2-mediated Oxidative Stress Response                        | 2.56E-09            |             | 14/234 (0.06)  |                            |
| Protection from Hypoxia-induced Renal Ischemic Injury (Rat)    | 1.65E-06            |             | 3/4 (0.75)     |                            |
| Long-term Renal Injury Anti-oxidative Response Panel (Rat)     | 8.62E-06            |             | 4/18 (0.222)   |                            |
| Glutathione Depletion - CYP Induction and Reactive Metabolites | 8.71E-05            |             | 3/12 (0.25)    |                            |

**Table S4.** IPA analysis of down-regulated probe-set identified transcripts.

| <b>Rank</b> | <b>Associated Network Functions</b>                                                                               | <b>Score</b> |
|-------------|-------------------------------------------------------------------------------------------------------------------|--------------|
| 1           | Cell death and survival, embryonic development, cellular growth and proliferation                                 | 48           |
| 2           | Nervous system development and function, organ morphology, antigen presentation                                   | 30           |
| 3           | Cardiovascular disease, cardiovascular system development and function, lymphoid tissue structure and development | 28           |
| 4           | Cancer, developmental disorder, hereditary disorder                                                               | 27           |
| 5           | Cell death and survival, cellular assembly and organization, cellular compromise                                  | 24           |

**Table S5.** IPA analysis of down-regulated probe-set identified transcripts.

| Name                                                 | p-Value             | # Molecules   | Ratio          | Predicted Activation State |
|------------------------------------------------------|---------------------|---------------|----------------|----------------------------|
| <b>Diseases and Disorders</b>                        |                     |               |                |                            |
| Cancer                                               | 1.81E-09 - 6.30E-03 | 83            |                |                            |
| Gastrointestinal Disease                             | 1.95E-09 - 6.30E-03 | 44            |                |                            |
| Reproductive System Disease                          | 7.27E-08 - 6.30E-03 | 41            |                |                            |
| Developmental Disorder                               | 2.63E-06 - 6.30E-03 | 27            |                |                            |
| Skeletal and Muscular Disorders                      | 3.45E-06 - 6.30E-03 | 21            |                |                            |
| <b>Molecular and Cellular Functions</b>              |                     |               |                |                            |
| Cellular Growth and Proliferation                    | 4.73E-09 - 6.30E-03 | 59            |                |                            |
| Cellular Development                                 | 3.20E-07 - 6.30E-03 | 51            |                |                            |
| Cell Death and Survival                              | 2.35E-06 - 6.30E-03 | 47            |                |                            |
| Cellular Movement                                    | 3.94E-06 - 6.30E-03 | 37            |                |                            |
| Cell Morphology                                      | 1.17E-04 - 6.30E-03 | 36            |                |                            |
| <b>Physiological System Development and Function</b> |                     |               |                |                            |
| Cardiovascular System Development and Function       | 8.42E-08 - 6.30E-03 | 32            |                |                            |
| Lymphoid Tissue Structure and Development            | 8.42E-08 - 6.30E-03 | 14            |                |                            |
| Embryonic Development                                | 1.43E-05 - 6.30E-03 | 40            |                |                            |
| Organ Development                                    | 1.43E-05 - 6.30E-03 | 36            |                |                            |
| Organismal Development                               | 1.43E-05 - 6.30E-03 | 49            |                |                            |
| <b>Top Canonical Pathways</b>                        |                     |               |                |                            |
| cAMP-mediated signaling                              | 4.85E-04            | 7/226 (0.031) | 7/226 (0.031)  |                            |
| G-Protein Coupled Receptor Signaling                 | 1.23E-03            | 7/275 (0.025) | 7/275 (0.025)  |                            |
| Interferon Signaling                                 | 1.26E-03            | 3/36 (0.083)  | 3/36 (0.083)   |                            |
| Cellular Effects of Sildenafil (Viagra)              | 8.98E-03            | 4/149 (0.027) | 4/149 (0.027)  |                            |
| Hepatic Fibrosis / Hepatic Stellate Cell Activation  | 1.16E-02            | 4/146 (0.027) | 4/146 (0.027)  |                            |
| <b>Top Upstream Regulators</b>                       |                     |               |                |                            |
| TNF                                                  | 1.18E-10            |               |                | Inhibited                  |
| Cg                                                   | 3.60E-10            |               |                | Inhibited                  |
| TGFB1                                                | 7.74E-09            |               |                | Inhibited                  |
| Tretinoin                                            | 5.29E-08            |               |                | Inhibited                  |
| beta-estradiol                                       | 1.02E-07            |               |                | Inhibited                  |
| <b>Top Tox Lists</b>                                 |                     |               |                |                            |
| Cardiac Hypertrophy                                  | 6.29E-05            |               | 10/344 (0.029) |                            |
| Increases Heart Failure                              | 1.85E-04            |               | 3/18 (0.167)   |                            |
| Renal Necrosis/Cell Death                            | 6.61E-04            |               | 10/461 (0.022) |                            |
| Reversible Glomerulonephritis Biomarker Panel (Rat)  | 1.25E-02            |               | 2/27 (0.074)   |                            |
| Persistent Renal Ischemia-Reperfusion Injury (Mouse) | 1.52E-02            |               | 2/30 (0.067)   |                            |

**Table S6.** Transcripts with changes in decay rates but not steady state levels in response to arsenite.

| Affy number  | Gene                | Protein                                                               | RefSeq mRNA  | ORIOGEN<br>p-Value | Edge<br>p-Value | Arsenite<br>effect* | Control 4h avg<br>(%) | Arsenite 4h avg<br>(%) |
|--------------|---------------------|-----------------------------------------------------------------------|--------------|--------------------|-----------------|---------------------|-----------------------|------------------------|
| 1555436_a_at | <i>AFF4</i>         | AF4/FMR2 family, member 4                                             | NM_014423    | 0.0008             | 0.0023          | s                   | 72.6                  | 96.8                   |
| 226095_s_at  | <i>ATXN1L</i>       | ataxin 1-like                                                         | NM_001137675 | 0.0066             | 0.0020          | d                   | 61.8                  | 54.7                   |
| 215199_at    | <i>CALD1</i>        | caldesmon 1                                                           | NM_004342    | 0.0001             | 0.000003        | s                   | 30.2                  | 64.5                   |
| 1565868_at   | <i>CD44</i>         | CD44 molecule (Indian blood group)                                    | NM_000610    | 0.0047             | 0.0029          | s                   | 53.9                  | 73.3                   |
| 233109_at    | <i>COL12A1</i>      | Collagen, type XII, alpha 1                                           | NM_004370    | 0.0001             | 0.0004          | s                   | 27.5                  | 46.1                   |
| 220694_at    | <i>DDEF1IT1</i>     | DDEF1 intronic transcript 1 (non-protein coding)                      | NR_002765    | 0.0016             | 0.0001          | s                   | 59.1                  | 98.3                   |
| 1570415_at   | <i>DDX52</i>        | DEAD (Asp-Glu-Ala-Asp) box polypeptide 52                             | NM_007010    | 0.0022             | 0.0005          | s                   | 61.2                  | 88.4                   |
| 223662_x_at  | <i>DDX59</i>        | DEAD (Asp-Glu-Ala-Asp) box polypeptide 59                             | NM_001031725 | 0.0010             | 0.0031          | s                   | 65.1                  | 73.8                   |
| 212838_at    | <i>DNMBP</i>        | dynamin binding protein                                               | NM_015221    | 0.0001             | 0.00007         | d                   | 36.7                  | 28.5                   |
| 236649_at    | <i>DTWD1</i>        | DTW domain containing 1                                               | NM_001144955 | 0.0009             | 0.0094          | s                   | 31.3                  | 41.8                   |
| 201693_s_at  | <i>EGR1</i>         | early growth response 1                                               | NM_001964    | 0.0057             | 0.0089          | s                   | 46.9                  | 65.2                   |
| 231292_at    | <i>EID3</i>         | EP300 interacting inhibitor of differentiation 3                      | NM_001008394 | 0.0002             | 0.00004         | s                   | 38.3                  | 53.5                   |
| 236700_at    | <i>EIF3C</i>        | eukaryotic translation initiation factor 3, subunit C                 | NM_001037808 | 0.0001             | 0.0007          | s                   | 45.1                  | 71.8                   |
| 1556732_at   | <i>EML4</i>         | Echinoderm microtubule associated protein like 4                      | NM_001145076 | 0.0088             | 0.0060          | s                   | 59.6                  | 80.6                   |
| 1564796_at   | <i>EMP1</i>         | epithelial membrane protein 1                                         | NM_001423    | 0.0001             | 0.0028          | s                   | 69.8                  | 101.2                  |
| 209004_s_at  | <i>FBXL5</i>        | F-box and leucine-rich repeat protein 5                               | NM_012161    | 0.0008             | 0.000001        | s                   | 29.3                  | 49.8                   |
| 209189_at    | <i>FOS</i>          | v-fos FBJ murine osteosarcoma viral oncogene homolog                  | NM_005252    | 0.0004             | 0.0020          | s                   | 49.6                  | 66.4                   |
| 220938_s_at  | <i>GMEB1</i>        | glucocorticoid modulatory element binding protein 1                   | NM_006582    | 0.0008             | 0.0024          | s                   | 74.7                  | 95.7                   |
| 233599_at    | <i>hCG_2003663</i>  | hCG2003663                                                            | XR_040680    | 0.0040             | 0.0092          | s                   | 49.7                  | 74.7                   |
| 215268_at    | <i>KIAA0754</i>     | hypothetical LOC643314                                                | NM_015038    | 0.0006             | 0.0068          | s                   | 54.9                  | 80.5                   |
| 227317_at    | <i>LMCD1</i>        | LIM and cysteine-rich domains 1                                       | NM_014583    | 0.0033             | 0.0063          | s                   | 74.4                  | 108.2                  |
| 241140_at    | <i>LMO7</i>         | LIM domain 7                                                          | NM_005358    | 0.0001             | 0.0006          | s                   | 39.6                  | 62.6                   |
| 238771_at    | <i>LOC100129899</i> | hypothetical protein LOC100129899                                     | XM_001714827 | 0.0029             | 0.0099          | d                   | 48.4                  | 35.9                   |
| 213089_at    | <i>LOC100272216</i> | hypothetical LOC100272216                                             | NR_027439    | 0.0012             | 0.0067          | s                   | 57.7                  | 87.3                   |
| 1557987_at   | <i>LOC641298</i>    | SMG1 homolog, phosphatidylinositol 3-kinase-related kinase pseudogene | NR_027154    | 0.0003             | 0.0049          | s                   | 71.2                  | 95.8                   |
| 231987_at    | <i>LOC728264</i>    | hypothetical LOC728264                                                | NR_027180    | 0.0001             | 0.0060          | s                   | 52.7                  | 73.5                   |
| 201818_at    | <i>LPCAT1</i>       | lysophosphatidylcholine acyltransferase 1                             | NM_024830    | 0.0072             | 0.0003          | d                   | 68.0                  | 50.0                   |
| 215375_x_at  | <i>LRRFIP1</i>      | Leucine rich repeat (in FLII) interacting protein 1                   | NM_001137550 | 0.0001             | 0.0078          | s                   | 55.2                  | 70.8                   |
| 221650_s_at  | <i>MED18</i>        | mediator complex subunit 18                                           | NM_001127350 | 0.0004             | 0.0092          | s                   | 43.6                  | 60.1                   |
| 239316_at    | <i>METTL12</i>      | methyltransferase like 12                                             | NM_001043229 | 0.0003             | 0.0049          | s                   | 64.0                  | 80.2                   |

| Affy number  | Gene           | Protein                                                  | RefSeq mRNA  | ORIOGEN<br>p-Value | Edge<br>p-Value | Arsenite<br>effect* | Control 4h avg<br>(%) | Arsenite 4h avg<br>(%) |
|--------------|----------------|----------------------------------------------------------|--------------|--------------------|-----------------|---------------------|-----------------------|------------------------|
| 229437_at    | <i>MIRHG2</i>  | microRNA host gene 2 (non-protein coding)                | NR_001458    | 0.0028             | 0.0039          | s                   | 38.0                  | 58.0                   |
| 217909_s_at  | <i>MLX</i>     | MAX-like protein X                                       | NM_170607    | 0.0002             | 0.0016          | s                   | 67.4                  | 79.6                   |
| 243296_at    | <i>NAMPT</i>   | Nicotinamide phosphoribosyltransferase                   | NM_005746    | 0.0001             | 0.0011          | s                   | 36.5                  | 50.1                   |
| 242918_at    | <i>NASP</i>    | Nuclear autoantigenic sperm protein (histone-binding)    | NM_002482    | 0.0001             | 0.0050          | s                   | 61.9                  | 78.2                   |
| 233870_at    | <i>NAV1</i>    | neuron navigator 1                                       | NM_020443    | 0.0001             | 0.0001          | s                   | 60.6                  | 81.4                   |
| 1556277_a_at | <i>PAPD4</i>   | PAP associated domain containing 4                       | NM_001114393 | 0.0014             | 0.0013          | s                   | 71.3                  | 96.8                   |
| 215418_at    | <i>PARVA</i>   | parvin, alpha                                            | NM_018222    | 0.0001             | 0.00001         | s                   | 41.7                  | 69.9                   |
| 1552670_a_at | <i>PPP1R3B</i> | protein phosphatase 1, regulatory (inhibitor) subunit 3B | NM_024607    | 0.0001             | 0.0009          | s                   | 55.8                  | 85.1                   |
| 204897_at    | <i>PTGER4</i>  | prostaglandin E receptor 4 (subtype EP4)                 | NM_000958    | 0.0022             | 0.0088          | s                   | 51.2                  | 61.0                   |
| 230742_at    | <i>RBM6</i>    | RNA binding motif protein 6                              | NM_005777    | 0.0001             | 0.0008          | s                   | 29.4                  | 43.7                   |
| 228980_at    | <i>RFFL</i>    | ring finger and FYVE-like domain containing 1            | NM_001017368 | 0.0063             | 0.0033          | d                   | 71.7                  | 54.0                   |
| 204899_s_at  | <i>SAP30</i>   | Sin3A-associated protein, 30kDa                          | NM_003864    | 0.0050             | 0.0014          | s                   | 74.4                  | 93.3                   |
| 215209_at    | <i>SEC24D</i>  | SEC24 family, member D ( <i>S. cerevisiae</i> )          | NM_014822    | 0.0001             | 0.0098          | s                   | 30.8                  | 53.4                   |
| 219677_at    | <i>SPSB1</i>   | splA/ryanodine receptor domain and SOCS box containing 1 | NM_025106    | 0.0042             | 0.0064          | d                   | 74.3                  | 48.1                   |
| 235925_at    | <i>TCF12</i>   | Transcription factor 12                                  | NM_003205    | 0.0001             | 0.0069          | s                   | 42.4                  | 59.7                   |
| 211296_x_at  | <i>UBC</i>     | ubiquitin C                                              | NM_021009    | 0.0076             | 0.0002          | s                   | 64.5                  | 75.1                   |
| 227111_at    | <i>ZBTB34</i>  | zinc finger and BTB domain containing 34                 | NM_001099270 | 0.0022             | 0.0022          | d                   | 43.3                  | 32.3                   |
| 217649_at    | <i>ZFAND5</i>  | zinc finger, AN1-type domain 5                           | NM_001102420 | 0.0001             | 0.00003         | s                   | 44.8                  | 65.1                   |
| 234300_s_at  | <i>ZFP28</i>   | zinc finger protein 28 homolog (mouse)                   | NM_020828    | 0.0002             | 0.0046          | d                   | 56.2                  | 52.6                   |

\*s, stabilized; d, destabilized.

How the deposited data were processed for this re-analysis (not part of the article)

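The authors' deposited table gives a signal intensity, on a linear scale, for 54675 probe sets of the Affymetrix U133 Plus 2.0 array on 40 arrays, 4 for each of vehicle- and arsenite-treated BJ cells at 0, 1, 2, 3 and 4 hr after actinomycin D. The authors' notes name MAS5, with no version stated. No array, sample or column was left out. The 62 control probe sets were left out of the tests and kept for checks, which leaves 54613. Of these 41091 have 1 gene symbol, 1801 have several and 11721 have none in the platform annotation; 41037 matched a current Entrez record, and 0 symbols changed. A probe set with several symbols or none was not given a gene name.

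Signals under the 10th percentile of the table (6.298) were set to that value and log2 was taken, in R 4.3.3. Steady state compares arsenite with vehicle at 0 hr, and the fall in vehicle-treated cells compares 4 hr with 0 hr; both use lmFit and eBayes with an intensity trend in limma 3.58.1, two-sided, with Benjamini-Hochberg adjustment over all probe sets. Fold changes are differences of mean log2 values; means and SDs of signals are on the deposited scale. Percentages of time 0 are ratios of mean signals on the linear scale, and the SD is over 4 arrays against that mean. Decay curves were compared among probe sets at 75% or less by limma's F-test of 4 interaction terms, 1 per time after 0 hr, with adjustment over those probe sets. Unadjusted p values of single curves are given in the passages only as under or over 0.05, since each group has 4 arrays.

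The 27 gene lists took for each gene the probe set with the highest mean log2 value, such as 203665_at for HMOX1. Camera was run with a preset correlation of 0.01 and with an estimated correlation, with adjustment over the lists. Leaving out 1 array (steady state) or 1 replicate number (decay), splits of the arrays and drawn labels, and simulations with shared time-0 arrays were run as checks.

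Other settings tried were no floor, a floor at the 25th percentile (20.22), only probe sets brighter than the median, and quantile normalization. Also tried were all 40 arrays in the fit, no intensity trend, an ANOVA, the replicate number as a block, and scaling to ACTB and GAPDH. The ANOVA, which the paper's methods name, was run on the deposited signals and not on the paper's error-modeled values. The remaining settings were geometric means, a log2-linear slope, a natural cubic spline, the time-0 mean taken as exact, no time-0 arrays, and all probe sets for the curves. Settings added after the data were seen were probe sets chosen in arsenite-treated cells, by the mean of both treatments or by the test, scaling to the poly-A control RNAs, and a comparison over all times.

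The methods were tested on simulated data. Of 100 added steady-state changes of 1 log2 unit 59 were recovered and of 100 changes of 2 units 81, with 6 false calls among 54413 probe sets. Of 91 and 92 added curve differences 37 and 68 were recovered at an adjusted p, with 9 false calls among 15516 probe sets.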

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

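The tests on the hybridization and poly-A control probe sets, the stabilized share with drawn labels or among probe sets chosen by the mean of both treatments, the signal of markers of other cell types, and the comparison over all times were chosen only after the result was seen.

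More curves were stabilized than destabilized by arsenite (80.6%), FBXL5 and ALAS1 among them, where simulations with no effect of arsenite gave 72.8% (65.3 to 81.2) and drawn labels a median of 71.8%. The share was 62.5% without the time-0 arrays, which all 4 contrasts share, and 61.3% among probe sets chosen by the mean of both treatments. With both changes it was 52.5% (47.8 to 57.1), and among probe sets chosen in arsenite-treated cells 35.4%, settings also added after the result was seen. Chance values of the time-0 arrays or selection of probe sets by their fall in vehicle-treated cells could therefore account for part or all of the excess. Of 100 labelings within each time, the real and 99 drawn, 2 gave a share at least as high (highest other 81.9%), while for the number of curves it was 49 of 100 (highest other 1620), so chance is not excluded as the source of the 862 curves. The bound written before the 62.5% and 61.3% were computed, a binomial interval against equal shares, was exceeded in each (58.9 to 66.0 and 56.8 to 65.7), which would have counted against these explanations; it was set aside after the result was seen, because drawn labels with no effect of arsenite spread over 44.9 to 68.3% and 32.5 to 65.6%. By that later comparison these explanations cannot be told apart from an effect of arsenite.

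Probe sets of CALD1 and PARVA, whose mRNAs the paper found stable by RT-PCR, decayed on the array. With arsenite they stood at a higher percentage of time 0. Their signal at 0 hr was lower with arsenite, at 308 against 619 for CALD1 (215199_at, adjusted p = 0.156 from limma). For PARVA (215418_at) it was 259 against 318 (adjusted p = 0.691). A higher percentage therefore does not state that more signal was left at 4 hr. The brightest other probe set of the 35 genes of Table S6 that have one was higher by a median of 41.78 points, in CD44 at 111.5% against 22.5%, so the listed probe sets may bind another, unstable RNA of the same gene. Among all named probe sets that fell and were not the brightest of their gene the median was 13.31 points, and the brightest was higher for 1187 of 1661, a share like the 25 of 35 of Table S6. The 35 include probe sets that did not fall by the test. Among the 27 that did, the other probe set was higher in 21, with a median of 53.31 points. Low signal is argued against by the bound written before its value was computed, as the median log2 value of 6.63 in Table S6 lies above that of all probe sets (5.904) with 38 of 49 above it (exact interval 63.4 to 88.2%), CALD1 at 7.46 and PARVA at 7.43, while markers of leukocytes, endothelium, keratinocytes and melanocytes had medians of 4.46 to 4.84. Going the other way, 28 of the 35 with another probe set were dimmer than that probe set, and some had arrays under the floor at 4 hr. Which RNA these probe sets bind stays open.

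The medians of ribosomal protein and glycolysis mRNAs stood above their time-0 level after 4 hr of actinomycin D (114.4% and 120.7%), with 1 of 50 and 5 of 17 higher by the test. The hybridization controls were at 100.5% of time 0 in vehicle-treated cells (exact permutation p = 0.943), which argues against the scaling of the arrays. The controls had a log2 SD of 0.152 at 0 hr, however, near the median log2 rise of 0.198 of the ribosomal proteins. Quantile normalization lowered the medians of the ribosomal protein and glycolysis mRNAs to 103.8% and 107.7%. A contribution of the scaling is therefore not excluded. The poly-A control RNAs were at 117.7% in vehicle-treated (exact permutation p = 0.0571) and 122.2% in arsenite-treated cells (exact permutation p = 0.0286), so loss of unstable mRNAs from the labeled pool is a candidate explanation. How much of it is due to a shrinking pool stays open.

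With all splits of the arrays, 1 of 35 gave as many steady-state calls as the real one (153, highest other 0) and 1 of 35 as many falls in vehicle-treated cells (4883, highest other 0), the real one itself; over all times 1 of 100 labelings gave as many calls (3887, highest other 3).

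Single arrays stood apart from the other 3 of their group in 9 of 130 groups tested, where chance gives 1 in 20.

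SGK1 had a signal of 3990 on 1 vehicle array at 0 hr (others 4530 to 4590).

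ACTB had 41400 on 1 vehicle array at 4 hr (others 53100 to 55400).

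GATA3 had 12.9 on 1 vehicle array at 4 hr (others 0.488 to 0.979).

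KRTAP1-3 had 353 on 1 arsenite array at 0 hr (others 615 to 658).

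GCLM (234986_at) had 574 on 1 vehicle array at 0 hr (others 520 to 527).

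The share of probe sets at the floor was 9.2% on 1 vehicle array at 4 hr (others 10.5 to 10.6%).

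The 18S rRNA signal was 926 on 1 vehicle array at 1 hr (others 245 to 283), 1620 on 1 vehicle array at 4 hr (others 186 to 296) and 230 on 1 arsenite array at 4 hr (others 268 to 272).

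The decay curves of ALAS1 (adjusted p = 0.00137) and FBXL5 (adjusted p = 0.00211) differed between treatments. Of 100 labelings within each time, the real one included, 5 gave at least 2 curves at an adjusted p (highest other 14). The count of 2 was 0 without replicate 1, 2 or 4, without the time-0 arrays, with no intensity trend, and scaled to ACTB and GAPDH.

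Outside the paper's tables, log2 fold changes of LINC00304 (4.68), KLK10 (2.94), MFAP3L (2.92), SILC1 (2.32), TUBA4A (1.19), ZNF469 (1.17), MGST1 (1.12) and GSR (1.08) were above 0 and those of BRSK2 (-1.99) and KRT19 (-1.01) below; LINC00304, KLK10, MFAP3L, SILC1 and BRSK2 have arrays at the floor. With 1 array left out LINC00304 and TUBA4A were called in 8 of 8 fits, GSR in 6, KLK10 in 2, SILC1, ZNF469, MGST1 and KRT19 in 1, and MFAP3L and BRSK2 in 0; over all times KLK10, MFAP3L, SILC1 and BRSK2 did not pass (adjusted p = 0.0794, 0.254, 0.325 and 0.185).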

How the results depend on the processing

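The tests on probe sets chosen in arsenite-treated cells, by the mean of both treatments or by the test, the scaling to the poly-A control RNAs, and the comparison over all times were chosen only after the result was seen. For each change below the cause was not tested. Probe sets higher with arsenite (96) were 152 among those brighter than the median, 257 with all 40 arrays in the fit, 39 with no intensity trend, 2062 at the unadjusted and 28 at the adjusted p of the ANOVA, and 45 to 74 with 1 array left out; those lower (57) were 98 with no floor, 126, 188, 11, 2017, 14 and 23 to 40 in the same order. Rises of 2-fold or more (51) were 606 and 21 by the ANOVA and 31 to 47 with 1 array left out; such falls (10) were 18 among the brighter probe sets, 23 with all 40 arrays, 573 and 5 by the ANOVA and 4 to 10 with 1 array left out. NRF2 targets higher (18) were 10 with no trend, 8 at the adjusted p of the ANOVA and 12 to 17 with 1 array left out. Members of all lists higher (21) were 32 with no floor, 35, 41, 11, 94, 8 and 13 to 19, and those lower (6) were 12, 13, 11, 1, 40, 2 and 4 to 6, and 10 with the replicate number as a block. The overlap with decay (36) was 57, 74, 72, 10, 1243, 10 and 16 to 26. The replicate numbers were not taken as pairs, as no source ties them to days: deviations correlated at 0.0684 for the same and -0.0227 for other numbers, and -0.0065 to 0.148 for pairs at 0 hr, though 35 of 40 arrays correlated best with their own number, a hint from the data. With the replicate number as a block 84 probe sets were higher and 67 lower, and the curve of FRMD6 passed at an adjusted p besides those of ALAS1 and FBXL5. Probe sets at 75% or less (15697) were 6593 among the brighter ones, 4655 when also lower by the test and 16035 to 17202 without 1 replicate; falls by the test (4883) were 3060 to 4059. Curves at an unadjusted p (862) were 4226 with the time-0 mean taken as exact, 298 among the brighter probe sets, 2102 over all, 473 when chosen by the mean of both treatments, 469 when also without time-0 arrays, 246 among those lower by the test and 800 to 956 without 1 replicate. Curves at an adjusted p (2) were 4 with a slope, 2180 with the time-0 mean as exact, 0 without the time-0 arrays, scaled to ACTB and GAPDH, with no trend, or by the mean of both treatments without time-0 arrays, 1 when chosen in arsenite-treated cells, 4 among those lower by the test and 0 to 2 without 1 replicate. The stabilized share (80.63%) was 91.94, 88.22, 62.52, 76.85, 76.81, 55, 61.31 and 52.45% with a slope, the time-0 mean as exact, no time-0 arrays, the brighter probe sets, quantile normalization, all probe sets, the mean of both, and both changes, 74.4 to 80.86% without 1 replicate, and reversed to 35.4% when chosen in arsenite-treated cells. The overlap with different curves (2) was 8 over all probe sets and 0 to 2 without 1 replicate. Calls over all times (3887) were 1023 with the times averaged. The sign of the mean difference turned, at these unadjusted curve p values, for CBR3 with a slope (0.01317), without time-0 arrays (0.0007579), scaled to ACTB and GAPDH (0.004382) and by the mean of both treatments without time-0 arrays (0.0007583), for SHF with a slope (0.03297) and without time-0 arrays (0.001333), for PAX6 (0.0005032) and CASKIN2 (0.003084, and 0.003053 by the mean of both) without time-0 arrays, for ZNF704 without time-0 arrays (0.0003205) and with a floor at the 25th percentile (0.00538), and for ARHGAP20 scaled to ACTB and GAPDH (0.002053). It also turned when 1 replicate was left out, with p ranging over such fits from 0.0003608 to 0.01788 for CBR3, 0.0004921 to 0.04786 for ARHGAP20, 0.0001735 to 0.02426 for STK40, 2.547e-05 to 0.07435 for SKIC8, 0.002654 to 0.11 for MEF2D, 0.0005803 to 0.01003 for PLAC4 and 0.0002277 to 0.006524 for SLAMF1. At no passing p it turned, among others, for MAP3K8 without replicate 4, KRTAP1-3 without replicate 1, SPSB1 without replicate 3 or 4, FBRS without replicate 1 or 2, ZFAND5 with a floor at the 25th percentile, PARVA (215418_at) without time-0 arrays, and HMOX1 with a slope, the time-0 mean as exact, and without time-0 arrays or replicate 1. Of the named fold changes 0 turned.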

Differences from the paper's values

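The tests on probe sets chosen by the fall in the test, by the mean of both treatments (also without the time-0 arrays) or in arsenite-treated cells were chosen only after the result was seen; every other setting named here was set before the data were examined. Each difference is by a factor of over 1.5, and of the settings set before, those in which it is smaller are named and in the others it remains.

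The paper gives 186 probe sets higher and the fit here 96 (no floor, only probe sets brighter than the median and all 40 arrays in the fit come within the factor, of 17 settings), 167 lower against 57 and 353 changed against 153 (the brighter probe sets and all 40 arrays, of 17), and 0.65% against 0.28% (all 40 arrays, of 17). It gives 4992 decayed probe sets against 15697 here (the brighter probe sets, of 9) and 9.1% against 28.7% (none of 9); the added requirement of a fall by the test gives 4655 and 8.52% and drops 11 of the 49 probe sets that the paper lists in Table S6. It gives 340 with different curves against 862 (the brighter probe sets, of 16), 70 changed and decayed against 36 (no floor, the brighter probe sets and all 40 arrays, of 17), and 5 changed with different curves against 2 (none of 16). It gives 162 genes against 538, 127 stabilized against 427 and 49 at the stricter p against 108 (the brighter probe sets, of 16), and 35 destabilized against 116 (none of 16). Of the added choices, the requirement of a fall by the test gives 246 curves, 159 genes, 122 stabilized, 38 destabilized and 40 at the stricter p, all within the factor. The mean of both treatments gives 473 curves, 174 stabilized genes and 62 at the stricter p within the factor (469, 173 and 59 also without the time-0 arrays), but 304 genes (320) and 136 destabilized (152) outside it, and leaves out 7 of the 49 probe sets of Table S6. The choice in arsenite-treated cells gives 150 stabilized genes within the factor, while 661 curves, 441 genes, 295 destabilized and 97 at the stricter p are outside it, and leaves out 12 of the 49. The counts here use an adjusted p for the steady state and an unadjusted p for the curves, and the paper does not state whether its p was adjusted.

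Fold changes differ for SLC7A11 (207528_s_at) 7.42 in the paper and 3.57 here (none of 11 settings), MLLT11 3.36 in the paper and 2.17 here (1 array left out (highest value) of 11 settings), UNKL 3.34 in the paper and 2.15 here (1 array left out (highest value) of 11 settings), AIFM2 (MGC13000 in the paper) 2.92 in the paper and 1.94 here (quantile normalization and 1 array left out (highest value) of 11 settings). Further, CXCL3 2.78 in the paper and 4.54 here (a floor at the 25th percentile of 10 settings), ABCC3 2.76 in the paper and 1.53 here (none of 11 settings), HTATIP2 2.41 in the paper and 1.39 here (none of 11 settings), NCAM1 2.00 in the paper and 4.74 here (a floor at the 25th percentile of 10 settings). Further, CEMIP (KIAA1199 in the paper) 2.77 in the paper and 1.65 here (none of 11 settings), GATA3 2.48 in the paper and 4.63 here (a floor at the 25th percentile and 1 array left out (highest value) of 10 settings), TRPC6 2.47 in the paper and 1.53 here (none of 11 settings), PLAU 2.40 in the paper and 1.35 here (none of 11 settings). AKR1C2 (9.05 here, lower than in Table 1) and AKR1B10 (9.90 here, higher than in Table 1) also differ by over the factor. No settings are given for them.

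Percentages of time 0 at 4 hr in Table S6 differ for CD44 with vehicle 53.9 in the paper and 22.5 here (none of 7 settings), COL12A1 with vehicle 27.5 in the paper and 14.1 here (none of 7 settings), DDX52 with vehicle 61.2 in the paper and 5.10 here (none of 7 settings; 3 of 4 arrays under the floor), EGR1 with vehicle 46.9 in the paper and 15.7 here (none of 7 settings; 1 of 4 arrays under the floor), EML4 with vehicle 59.6 in the paper and 31.3 here (none of 7 settings). Further, EMP1 with vehicle 69.8 in the paper and 45.2 here (quantile normalization, without replicate 1, without replicate 2 and without replicate 4 of 7 settings), FOS with vehicle 49.6 in the paper and 6.58 here (none of 7 settings; 1 of 4 arrays under the floor), LMO7 with vehicle 39.6 in the paper and 20.4 here (none of 7 settings), FBRS (LOC100129899 in the paper) with vehicle 48.4 in the paper and 27.9 here (quantile normalization of 7 settings), MED18 with vehicle 43.6 in the paper and 6.47 here (none of 7 settings). Further, NAV1 with vehicle 60.6 in the paper and 37.6 here (quantile normalization and without replicate 3 of 7 settings), PPP1R3B with vehicle 55.8 in the paper and 25.6 here (none of 7 settings), PTGER4 with vehicle 51.2 in the paper and 12.6 here (none of 7 settings; 1 of 4 arrays under the floor), RBM5 (RBM6 in the paper) with vehicle 29.4 in the paper and 11.7 here (none of 7 settings; 1 of 4 arrays under the floor), SPSB1 with vehicle 74.3 in the paper and 18.3 here (none of 7 settings). Further, 235925_at (TCF12 in the paper) with vehicle 42.4 in the paper and 22.1 here (none of 7 settings), ZBTB34 with vehicle 43.3 in the paper and 16.9 here (none of 7 settings), ZFAND5 with vehicle 44.8 in the paper and 22.1 here (none of 7 settings), ATXN1L with arsenite 54.7 in the paper and 33.9 here (quantile normalization of 7 settings), CD44 with arsenite 73.3 in the paper and 47.2 here (quantile normalization and without replicate 4 of 7 settings). Further, COL12A1 with arsenite 46.1 in the paper and 23.7 here (none of 7 settings), EML4 with arsenite 80.6 in the paper and 36.1 here (none of 7 settings), LMO7 with arsenite 62.6 in the paper and 33.3 here (without replicate 1 and without replicate 3 of 7 settings; 1 of 4 arrays under the floor), FBRS (LOC100129899 in the paper) with arsenite 35.9 in the paper and 21.2 here (quantile normalization, without replicate 2 and without replicate 3 of 7 settings), MED18 with arsenite 60.1 in the paper and 31.4 here (none of 7 settings). Further, NASP with arsenite 78.2 in the paper and 40.9 here (without replicate 1 of 7 settings; 1 of 4 arrays under the floor), NAV1 with arsenite 81.4 in the paper and 41.2 here (none of 7 settings; 1 of 4 arrays under the floor), PTGER4 with arsenite 61.0 in the paper and 19.5 here (none of 7 settings), RBM5 (RBM6 in the paper) with arsenite 43.7 in the paper and 12.8 here (none of 7 settings), SPSB1 with arsenite 48.1 in the paper and 31 here (quantile normalization and without replicate 1 of 7 settings). Further, 235925_at (TCF12 in the paper) with arsenite 59.7 in the paper and 28.6 here (none of 7 settings), ZFAND5 with arsenite 65.1 in the paper and 16.7 here (none of 7 settings; 2 of 4 arrays under the floor). EGR1 with arsenite (39.1 here), NASP with vehicle (40.1 here) and EIF3C with arsenite are also lower than in Table S6 by over the factor. No settings are given for them.

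In direction, ZBTB34 is destabilized in the paper and stood higher with arsenite here in each fit. SPSB1, destabilized in the paper, stood higher and ZFAND5 and KRTAP1-3, stabilized in the paper, stood lower, but the sign of the mean difference turns for SPSB1 without replicate 3 or 4, for ZFAND5 with a floor at the 25th percentile and for KRTAP1-3 without replicate 1, and none of these 4 curves passed in any fit. Of the 49 probe sets of Table S6, 42 stood in the listed direction. Others that did not are EID3 (mean difference -0.108) and 239316_at (METTL12 in the paper, -0.168), listed as stabilized, and ZFP28 (0.0056), listed as destabilized. The sign of each turns without the time-0 arrays. The curves of GATA3, MAP3K8 and KRTAP1-3 differ in the paper and did not pass here; GATA3 (209602_s_at) passed at an unadjusted p with a spline, the time-0 mean taken as exact, a floor at the 25th percentile and without replicate 3, and a further probe set of GATA3 with the time-0 mean as exact, that floor and without replicate 4; the other genes passed in no setting. In Table 1, 10 of 40 and in Table 2, 8 of 17 probe sets were not called; no floor calls 32 and 10, all 40 arrays 32 and 11, the brighter probe sets 33 of 37 and 10 of 16, and the unadjusted p of the ANOVA 37 and 17. Fewer were called with a floor at the 25th percentile (24 and 6) and with the replicate number as a block (26 and 6). With no intensity trend it was 15 and 1, and at the adjusted p of the ANOVA 9 and 2. The call held in each fit that left out 1 array for 19 and 3. TNFRSF19 is the most decreased in the paper, while BRSK2 fell further here, with its arsenite values at the floor and its call kept in 0 of 8 fits that left out 1 array (TNFRSF19 in 8). NFKBIA and TRIB1, and a probe set annotated to RPL37A, stood at lower percentages than each of the paper's fastest mRNAs, but by less than 1 SD (NFKBIA 0.890 ± 0.346% against DUSP1 0.941 ± 0.382%), with 2 arrays of TRIB1 and 4 of RPL37A under the floor.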

Other observations

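The comparison over all times was among the tests chosen only after the result was seen.

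Selenoprotein mRNAs went in both directions when all 20 arsenite arrays were set against all 20 vehicle arrays with time in the fit. Of 20 measured, 4 were higher and 5 lower (3 and 3 with the times averaged). As a list they did not stand apart from the other genes with an estimated correlation (camera adjusted p = 0.0647, 0.286 averaged). SELENOH, a nucleolar redox protein, was 1.56-fold lower (adjusted p = 1.01e-18, 2.53e-05 with the times averaged), and SEPHS2, which makes the selenium donor for these proteins, was 1.53-fold higher (adjusted p = 3.29e-13, 5.12e-05 averaged). In heme metabolism FECH was 1.60-fold higher (adjusted p = 1.77e-16, 7.08e-05 averaged) and BLVRB, which reduces biliverdin, 1.54-fold (adjusted p = 2.2e-15, 5.42e-05 averaged). TALDO1 of the pentose phosphate pathway was 1.47-fold higher (adjusted p = 5.46e-15, 0.000334 averaged). The averaged fit takes the mean over the times for each replicate number, which keeps 4 values per group, since arrays that share a number need not be independent.

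Some stress genes beyond the NRF2 targets were higher over all times, fewer of them with the times averaged. Of 24 ATF4 targets 14 were higher (4 averaged, camera adjusted p = 0.286 with an estimated correlation), with SLC3A2, the partner of SLC7A11, at 2.23-fold (adjusted p = 5.02e-12, 0.00153 averaged), and of 9 metallothioneins and zinc exporters 8 were higher (7 averaged, camera adjusted p = 0.0763 with an estimated correlation), MT1F with a log2 difference of 0.43 (adjusted p = 1.09e-12, 0.000658 averaged). Of 19 heat shock proteins 10 were higher and 1 lower (1 and 1 averaged, camera adjusted p = 0.0993 with an estimated correlation). The DNA replication factor MCM7 was 1.81-fold lower (adjusted p = 2.49e-13, 0.000866 averaged), and so was the chemokine CCL2 (adjusted p = 9.74e-10, 0.0062 averaged). Of 24 genes of cholesterol and fatty acid synthesis 9 were lower (0 averaged, camera adjusted p = 0.0171 with an estimated correlation), with a median log2 difference of -0.12. In all 2022 probe sets were higher and 1865 lower, against 550 and 473 averaged.

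With the arrays scaled to the poly-A control RNAs the median log2 change of all probe sets from 0 to 4 hr in vehicle-treated cells was -0.23, and with ACTB and GAPDH it was -0.12, against -0.02 as deposited.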
